# Comprehensive microarray-based analysis for stage-specific larval camouflage pattern-associated genes in the swallowtail butterfly, *Papilio xuthus*

**DOI:** 10.1186/1741-7007-10-46

**Published:** 2012-05-31

**Authors:** Ryo Futahashi, Hiroko Shirataki, Takanori Narita, Kazuei Mita, Haruhiko Fujiwara

**Keywords:** Butterfly, color pattern evolution, expressed sequence tag (EST), larval body marking, microarray, *Papilio polytes*, *Papilio xuthus*

## Abstract

**Background:**

Body coloration is an ecologically important trait that is often involved in prey-predator interactions through mimicry and crypsis. Although this subject has attracted the interest of biologists and the general public, our scientific knowledge on the subject remains fragmentary. In the caterpillar of the swallowtail butterfly *Papilio xuthus*, spectacular changes in the color pattern are observed; the insect mimics bird droppings (mimetic pattern) as a young larva, and switches to a green camouflage coloration (cryptic pattern) in the final instar. Despite the wide variety and significance of larval color patterns, few studies have been conducted at a molecular level compared with the number of studies on adult butterfly wing patterns.

**Results:**

To obtain a catalog of genes involved in larval mimetic and cryptic pattern formation, we constructed expressed sequence tag (EST) libraries of larval epidermis for *P. xuthus*, and *P. polytes *that contained 20,736 and 5,376 clones, respectively, representing one of the largest collections available in butterflies. A comparison with silkworm epidermal EST information revealed the high expression of putative blue and yellow pigment-binding proteins in *Papilio *species. We also designed a microarray from the EST dataset information, analyzed more than five stages each for six markings, and confirmed spatial expression patterns by whole-mount *in situ *hybridization. Hence, we succeeded in elucidating many novel marking-specific genes for mimetic and cryptic pattern formation, including pigment-binding protein genes, the melanin-associated gene *yellow-h3*, the ecdysteroid synthesis enzyme gene *3-dehydroecdysone 3b-reductase*, and *Papilio*-specific genes. We also found many cuticular protein genes with marking specificity that may be associated with the unique surface nanostructure of the markings. Furthermore, we identified two transcription factors, *spalt *and ecdysteroid signal-related *E75*, as genes expressed in larval eyespot markings. This finding suggests that *E75 *is a strong candidate mediator of the hormone-dependent coordination of larval pattern formation.

**Conclusions:**

This study is one of the most comprehensive molecular analyses of complicated morphological features, and it will serve as a new resource for studying insect mimetic and cryptic pattern formation in general. The wide variety of marking-associated genes (both regulatory and structural genes) identified by our screening indicates that a similar strategy will be effective for understanding other complex traits.

## Background

Body coloration is an ecologically important trait that is often involved in prey-predator interactions through mimicry and crypsis (camouflage) [1]. Because butterflies and moths spend most of their lives as larvae, which have soft bodies, they have developed a wide range of mechanisms to protect themselves from predators such as birds. The larval body markings of butterflies differ completely between closely related species and between individuals of the same species in different life stages [2,3]. Despite the variety and significance of the larval color patterns, few studies have been conducted at a molecular level compared with the available research on adult butterfly wing patterns [4-9].

Spectacular changes in color pattern are observed in the caterpillar of the swallowtail butterfly *Papilio xuthus*. As a young larva, it mimics bird droppings (mimetic pattern), and during the final molting period, it switches to a green camouflage coloration (cryptic pattern). In addition, larvae in the final instar stage have a large eyespot on their thoracic segment that is believed to be useful for avoiding predation. One of the main factors involved in larval pattern formation is insect hormones. Previously, we revealed that larval pattern switch is regulated by juvenile hormone (JH) [10]. The decline of JH titers on the first day of the fourth instar stage was the important factor controlling the formation of a green cryptic pattern in the fifth instar stage. The pattern transition occurs through ecdysis, and ecdysteroids appear to regulate the expression of several pigmentation genes. Topical application of 20-hydroxyecdysone alters the expression timing of several pigmentation genes [11,12]. Comparing gene expression between stages and markings represents a promising strategy for identifying the genes responsible for larval pattern formation.

Previously, we found several pigmentation genes using a cDNA subtraction and candidate gene approach [10,11,13-16]. Six melanin synthesis (or associated) genes, *tyrosine hydroxylase *(*TH*), *dopa decarboxylase *(*DDC*), *yellow*, *tan*, *laccase2 *and *guanosine triphosphate cyclohydrolase I *(*GTP-CH I*) are highly expressed in the presumptive black regions and *ebony *is highly expressed in the presumptive red region [16]. We also reported that the combination of *bilin-binding protein 1 (BBP1*) and *yellow-related gene *(*YRG*) correlated perfectly with larval blue, yellow, and green coloration in three *Papilio *species [12,17]. However, it was difficult to obtain novel marking-specific genes expressed at particular stages or genes with relatively low expression. For butterfly adult wing patterns, expressed sequence tag (EST) construction [18-20] and microarray analysis [6,21] have been conducted to obtain marking-associated genes. Microarray analysis revealed that the expression of both a patterning gene (transcription factor gene *optix*) and effector gene (ommochrome synthesis gene *cinnabar*) are associated with red wing patterns in *Heliconius *species [6,21].

In this study, we constructed an EST library of larval epidermis with more than 20,000 clones, and designed a microarray with the aim of comprehensively revealing the molecular mechanisms of larval mimetic and cryptic pattern formation. We performed microarray-based screening for marking-specific genes using six markings at 11 different stages, and verified the marking specificity of candidate genes by whole-mount *in situ *hybridization. We identified many novel marking-specific genes, including novel blue and yellow pigment-binding protein genes; a novel *yellow *family gene, the expression of which prefigures black cuticular markings; cuticular protein genes associated with marking-specific cuticular nanostructures; marking-associated regulatory genes; marking-specific ecdysteroid synthesis pathway genes; and *Papilio*-specific marking-associated genes. The data presented in this study provide a new resource to understand insect mimetic and cryptic pattern formation.

## Results and discussion

### Construction of a *Papilio *expressed sequence tag database

To comprehensively search the genes involved in larval body pattern formation, we constructed cDNA libraries derived from the whole epidermis during the third and the fourth molting periods, and sequenced 20,736 clones of *P. xuthus *and 5,376 clones of *P. polytes *(Table 1). We classified 4,114 and 1,614 nonredundant EST clusters and singletons from *P. xuthus *and *P. polytes*, respectively (Table 1 and see Additional files 1, 2, 3 and 4). From these, 773 and 178 clusters were considered isoforms or premature forms of other clusters (Additional files 3 and 4). Excluding these clusters, we identified 3,341 and 1,436 putative gene clusters (Additional files 1 and 2) for *P. xuthus *and *P. polytes*, respectively [DDBJ: AK401027-AK405767]. We assigned a serial number to each cluster in descending order of clone numbers (Additional files 1 and 2). We also determined full-length cDNA sequences for the 150 most highly expressed genes of *P. xuthus *through random amplification of cDNA ends technique. Among 3,341 gene clusters of *P. xuthus*, 2,746 genes had ORFs encoding predicted proteins longer than 50 amino acids, of which 2,276 had significant sequence similarities to monarch butterfly *Danaus plexippus *proteins [22], 2,189 to silkworm *Bombyx mori *proteins [23], and 1,957 to fruit fly *Drosophila melanogaster *proteins (Flybase ver. 5.42) (Table 2 and Additional file 5; cutoff threshold E values: *P *< 1e^-10 ^by BLASTP search). Based on the SignalP 3.0 program [24], we identified 625 genes encoding putative signal peptides (sequences are indicated in Additional file 1).

**Table 1:** Summary of *P. xuthus*, *P. polytes *and *B. mori *expressed sequence tag data sets

Species	*Papilio xuthus*	*Papilio polytes*	*Bombyx mori*^a^
Sequenced clone numbers (EST numbers)	20,736	5,376	10,368
	(36,589)	(8,549)	(6,653)
Number of clones corresponding to ribosomal RNA	693	30	automatically removed
Number of clones corresponding to mitochondrial DNA	217	24	automatically removed
Number of putative genes (including isoforms)	3,341	1,436	1,380
	(4,114)^b^	(1,614)^b^	(1,451)^b^

^a^Reported in [25]; ^b^773 clusters of *P. xuthus*, 178 clusters of *P. polytes*, and 71 clusters of *B. mori *were considered to be isoforms/premature forms of other clusters. EST: expressed sequence tags.

**Table 2:** Summary of *P. xuthus *gene set

Category	Numbers
*P. xuthus *genes (total)	3,341
*P. xuthus *genes with coding sequences (> 50 amino acids)	2,746
with homology to *Danaus plexippus *proteins (*P *< 1e^-10^)	2,276
with homology to *Bombyx mori *proteins (*P *< 1e^-10^)	2,189
with homology to *Drosophila melanogaster *proteins (*P *< 1e^-10^)	1,957

### Comparison of highly expressed genes among two *Papilio *species and *Bombyx*

We previously reported a full-length EST database of larval epidermis in the fourth molting period of the silkworm *B. mori *[25]. Because *P. xuthus *and *P. polytes *larvae have a completely different appearance from *B. mori *larvae, there is a possibility that the combination of highly expressed genes may be different between *Papilio *and *Bombyx*. We color-coded the 30 most highly expressed genes in accordance with the similarity of the abundance of EST clones (Figure 1). The 30 most highly expressed genes of *P. xuthus *and *P. polytes *included many cuticular protein family genes, similar to *B. mori*. While the details of the 30 most highly expressed genes of *P. xuthus *were very similar to those of *P. polytes *(for example, 63% of the 30 most highly expressed genes were shared by *P. xuthus *and *P. polytes*, as indicated by the red shading in Figure 1), the combination of highly expressed genes were different from those of *B. mori *(Figure 1), which may reflect the differences of the larval appearance between *Papilio *and *Bombyx*. For example, three genes, *Px-0010 *(*Pp-0008*), *Px-0019 *(*Pp-0013*) and *Px-0024 *(*Pp-0004*), were included among the 30 most highly expressed genes in both *P. xuthus *and *P. polytes *(indicated by green circles in Figure 1), but homologs of these genes were not found in the *B. mori *epidermal EST database. Several cuticular protein genes were only found in *B. mori*, and many cuticular protein genes ranking high in *Papilio *species were not among the 100 most highly expressed genes in *B. mori *(Figure 1). Although the accuracy of expression levels was unclear based only on the clone numbers of the EST database, the relatively high expression of the 30 most highly expressed genes of *P. xuthus *was subsequently confirmed by microarray analysis. 

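The 30 genes taken here had the most ESTs in the part of Additional file 1 that was held. They include Px-0031 in place of a gene with a lower number, so they are not exactly the paper's 30. All 30 genes had at least 1 probe on the microarray, and their mean normalized signal intensity over the 32 samples exceeded 1000 for each of the 30. By the scanner software's test, 22 of the 30 genes were well above background in all 32 samples, and Px-0018 (osiris 9E) was well above background in the fewest, 17. Here and below, a gene counted as well above background in a sample when at least 1 of its probes was. Among the spots of these genes' probes, 87.8% were well above background, against 82.6% for all P. xuthus probes. The signal exceeded 1000 in every sample for 6 of the 30 genes. Signals of different probes were not set against each other, so the genes were not ranked by signal.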

Notably, *Px-0010 *and *Px-0024 *had sequence similarity with bilin-binding protein (BBP), and *Px-0019 *had sequence similarity with takeout/JH-binding protein (JHBP), which we will discuss in detail in subsequent sections.

**Figure 1:**
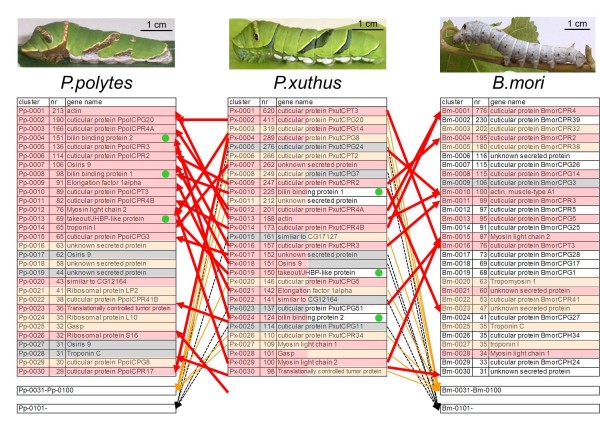
**Comparison of the 30 most highly expressed genes between *P. xuthus*, *P. polytes *and *B. mori***. *B. mori *data is from [25]. The 30 most highly expressed genes were color-coded in accordance with similarity of abundance of epidermal expressed sequence tag clones (red indicates genes which are among the 30 most highly expressed genes of both *P. xuthus *and *P. polytes*, or *P. xuthus *and *B. mori*; orange indicates genes which are among the 30 most highly expressed genes in one library and the 100 most highly expressed genes in another library; gray indicates the genes which are among the 30 most highly expressed genes in one species and out of the 100 most highly expressed genes in other species; and white indicates genes among the 30 most highly expressed genes in one species but not found in another species). Green circles indicate the *Papilio*-specific highly expressed genes ranking in the 30 most highly expressed genes of both *P. xuthus *and *P. polytes *datasets but not found in the *B. mori *library.

### Microarray-based screening for marking-specific genes in *P. xuthus*

One advantage of the *Papilio *larva is its sufficiently large size for separating each marking by dissection, that is, these larvae are convenient for performing microarray analysis of the markings. In addition to the EST dataset, to construct the *Papilio *microarray we also independently cloned 77 genes known to be associated with wing-marking patterns or ecdysteroid signal cascade (including *Distal-less*, *cinnabar*, and *ecdysone receptor*) [21,26-30] by using degenerate primers (Additional file 6). 

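The samples were the 2 channels of 16 microarrays, each of which compared a pair of epidermal regions of the same stage. In the third instar, which leads to the mimetic pattern, 6 arrays compared white (Cy3) with black (Cy5) epidermis, in the intermolt and at 0, 4, 8, 11 and 16 h after head capsule slippage (HCS). In the fourth instar, which leads to the cryptic pattern, 5 arrays compared thoracic green epidermis (Cy3) with the eyespot (Cy5), and 5 compared abdominal green epidermis (Cy3) with the V-shaped marking (Cy5), in the intermolt and at 1, 4, 10 and 13 h after HCS. The dyes were never exchanged and the paired regions came in part from different body segments, so dye, marking and segment could not be separated. Each stage and comparison was measured on 1 array. The stages therefore served as replicates, and the SD over arrays includes changes with time. The arrays lay on 2 slides of 8 arrays. Slide 1 held the stages at 8 and 11 h of the third instar and at 4, 10 and 13 h of the fourth, and slide 2 held the others. The labels' titles of the 10 arrays of the fourth instar name the mimetic pattern, whereas their sources and tissues and the paper give the cryptic pattern, which was used. The intermolt samples were taken on day 2 according to the Methods and on day 1 according to Figure 2.

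The values analysed were the processed signals of the Agilent Feature Extraction software, in which the background has been subtracted and the dyes normalized within each array. For the 855 probes of Additional file 7 that were held (431 of its 3376 genes), each of the 32 values lay within 1% of the processed signal of 1 probe, so these signals are the paper's normalized signal intensity. The 8697 probes of the 3380 P. xuthus sequences were analysed. In each sample between 78.0% and 88.5% of them were well above background. The number of arrays limits the precision.

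For each gene, the log2 fold is the mean over its probes of the log2 of the average signal of the black region (black, eyespot or V-shaped marking) over that of the pale region (white or green). The mean log2 ratio is given with its SD over arrays. The mean log2 ratio was tested over arrays with a two-sided exact sign-flip permutation test, whose smallest p is 0.0312 with 6 arrays, 0.00195 with 10 and 0.0625 with 5. The p values were adjusted by the Benjamini-Hochberg method over the named genes. Of 40 named genes tested in the mimetic pattern, 0 had an adjusted p under 0.05 by this test, and 10 had an unadjusted p under 0.05, each at the smallest value that 6 arrays allow. In the cryptic pattern, 22 of 41 had an adjusted p under 0.05. The 41 include genes that the paper does not name. They were picked on these arrays for a large fold and the same direction on every measured array. Of these genes 9 were set apart, and 7 of the 22 are among the 9, which is in part due to that choice. The 9 also lower the adjusted p of the others. Px-0064, picked in the same way and not named in the paper's text, was left among the other 32. These 32 are called the genes named in the paper here and below, a set chosen after seeing the data. Over the 32 alone, 14 had an adjusted p under 0.05, Px-0064 among them, and yellow-e no longer did. This test takes the 10 cryptic arrays as separate units, although they are 2 per stage. With the 5 stages as units its smallest p would be 0.0625, and none of the 41 could pass.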

We used 32 samples in the microarray (six stages and two markings for mimetic pattern and five stages and four markings for cryptic pattern, Figure 2).

**Figure 2:**
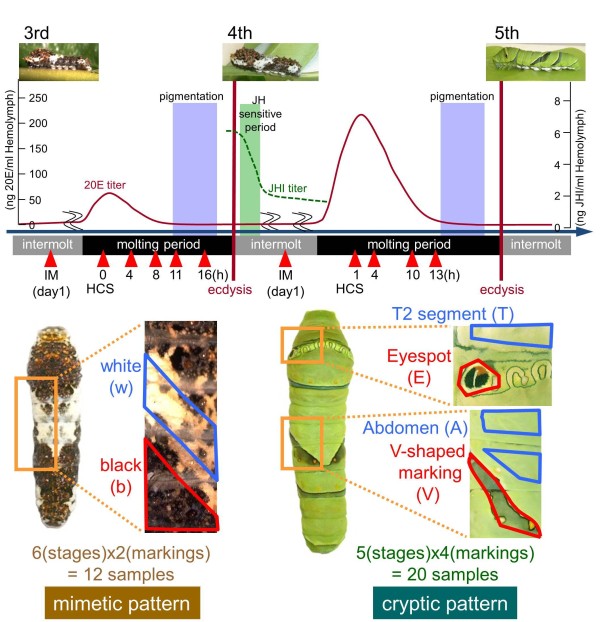
**Scheme of microarray analyses**. Larval epidermis was dissected at 11 different stages indicated by red arrowheads. The epidermis was separated for each marking as indicated below here: A: abdominal segments with no markings of cryptic pattern; b: black region of mimetic pattern; E: eyespot of cryptic pattern; T: thoracic segments with no markings of cryptic pattern; V: V-shaped markings of cryptic pattern w: white region of mimetic pattern. Ecdysteroid and juvenile hormone titers in hemolymph are based on the previous reports [10,11]. The cryptic pattern is assumed to be determined in the juvenile hormone sensitive period (green box) [10]. The grey box indicates the cuticular pigmentation stage [12,13]. HCS: head capsule slippage; IM: intermolt.

To determine whether we could compare microarray data across all samples, we first compared the normalized signal intensity of housekeeping genes (ribosomal protein genes). We found that these genes were ubiquitously expressed as expected, and their normalized signal intensity among the samples was within two-fold of their average values in most cases (Additional files 7 and 8). 

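Of the ribosomal protein genes, which number 78 in Additional file 8, 76 could be named here, with 200 probes. Of their 6366 normalized signal intensities, 6249 (98.2%) lay within 2-fold of the probe's mean over the samples. The share was lowest, 93.0%, in the abdominal green region at 10 h after HCS, and its median over the samples was 98.5%. Within 2-fold in every sample were 159 of the 200 probes. Between the channels of an array these probes varied less than others: the SD of their log2 ratio over the 16 arrays had a median of 0.12, against 0.26 for the 4891 probes that were well above background in both channels on every array. With the normexp background correction, loess and Aquantile normalization of limma in place of the processed signals, which moved the share most, 97.0% of the values lay within 2-fold.

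**Figure D1:**
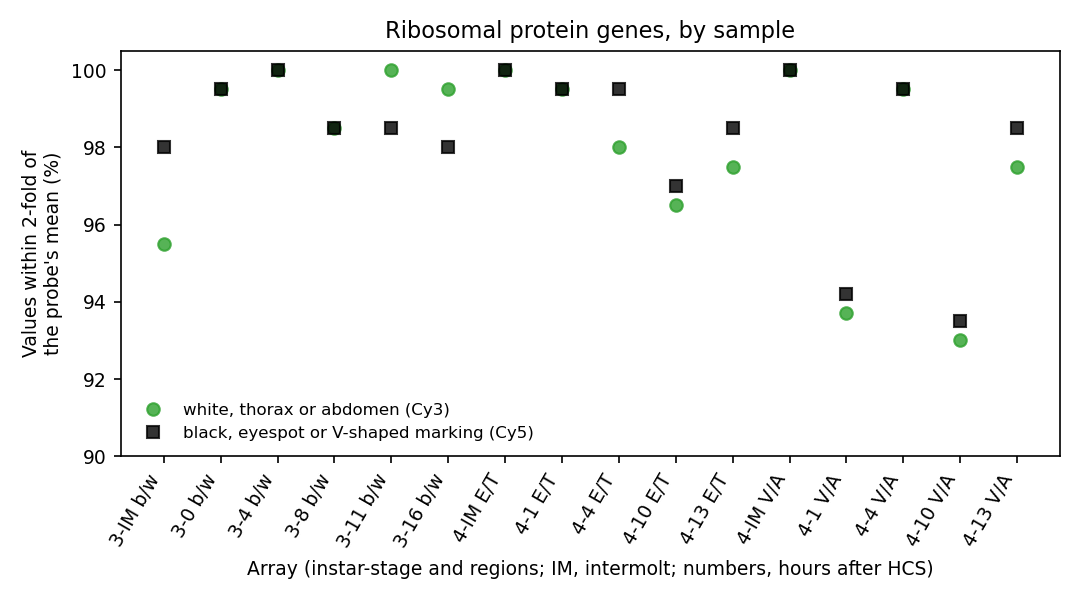
Percentage of the signals of ribosomal protein probes within 2-fold of the probe's mean over the samples (vertical axis), for the Cy3 and Cy5 sample of each of the 16 arrays (horizontal axis). The samples lie between 93.0% and 100%, and the axis does not start at 0.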

We also checked several melanin synthesis genes, for which we have previously reported their stage-specific and marking-specific expressions, and confirmed the expected specific expression (see below). Thus, we considered that a comparison of the normalized signal intensity across all of the examined samples is reliable for screening of the novel marking- and stage-specific genes.

To screen for marking-specific genes, we compared the average normalized signal intensities between mimetic white (mw) and mimetic black (mb) samples, and between cryptic green (CG) (thoracic 2 segment and abdomen region with no markings) and cryptic black (CB) samples (eyespot and V-shaped markings). We categorized genes with an average signal intensity more than two-fold change between mb and mw, and/or CG and CB, and an average signal intensity higher than 1,000 as marking-specific genes. Using these criteria, we regarded 34 genes as mb-, 13 as mw-, 24 as CB- and 48 as CG-enriched genes (Figure 3). 

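With the same criteria applied to every probe of the 3380 P. xuthus sequences, where at least 1 probe of a gene had to pass, 39 genes were enriched in mb, 16 in mw, 28 in CB and 52 in CG. In total 121 genes fell in at least 1 class. For the 431 genes of the held part of Additional file 7, the probes listed there gave the paper's classes for all 431, and all probes together gave them for 424, the other 7 being called here only. Among the alternative settings that kept all stages, the count moved farthest to 13 in mb (3-fold criterion), 3 in mw (every probe of a gene had to pass), 11 in CB (either of these settings) and 19 in CG (every probe, or a geometric mean over stages). Without the stage at 11 h after HCS in the third instar, 21 genes were enriched in mb. The same direction on every array on which they were measured was shown by 18 of the 39 mb-, 5 of the 16 mw-, 9 of the 28 CB- and 8 of the 52 CG-enriched genes. The others changed direction on at least 1 array.

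A test over stages was made with limma on the log2 ratios of all 16 arrays. Between mb and mw, 311 of 8697 probes (217 sequences) had an adjusted p under 0.05, 124 higher and 187 lower in black. Between CB and CG, 1058 probes (726 sequences) passed, 482 higher and 576 lower in black. With normexp and median centring, 2112 and 2641 probes passed, and 77.2% and 75.8% of them were higher in black, against 39.9% and 45.6%. With normexp and loess, 440 and 1061 passed, and 39.8% and 48.5% of them were higher in black. With only the arrays of the comparison 42 and 505 passed, and on slide 2 alone, chosen after seeing the data, 6 and 32. The mimetic count was 103 without the stage at 0 h, 105 without 4 h, 61 without 8 h, 71 without 11 h and 139 without 16 h. The cryptic count was 536 without the stage at 10 h, and 523 with stage as a random block for the 2 cryptic arrays of each stage. For the difference between the eyespot and the V-shaped comparison, limma gave 0 probes, with 467 at an unadjusted p under 0.05, and with stage as a random block 1 probe, with 795. For the difference between the mimetic and the cryptic effect it gave 4 probes, and 37 without the intermolt of the fourth instar or 16 without the stage at 16 h of the third.

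The paper reasons that the samples can be compared because the housekeeping genes stayed near their average signal and the melanin synthesis genes showed their known specificity, and it regards the genes past both criteria as marking-specific (Figure 3).

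**Figure D2:**
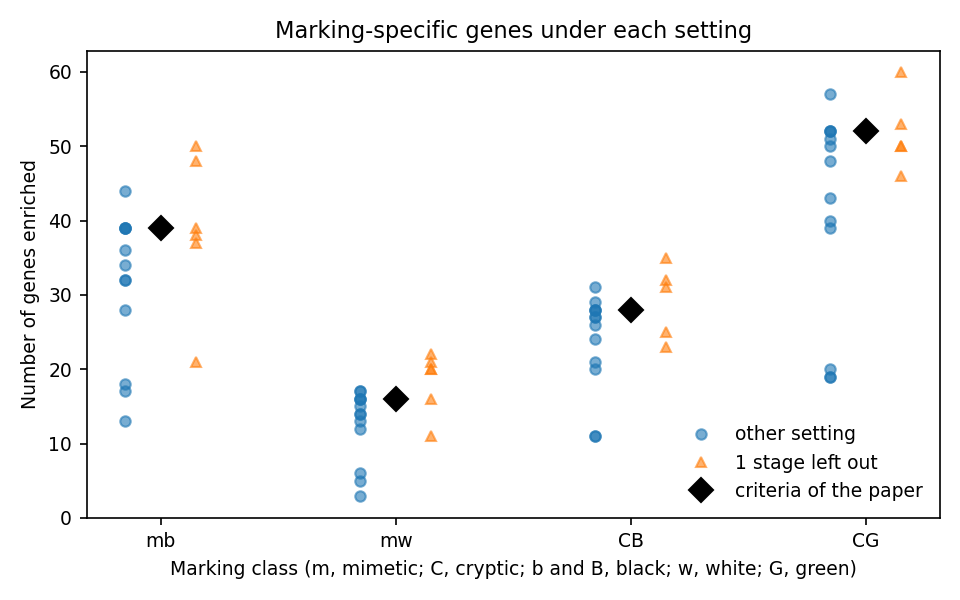
Number of genes enriched (vertical axis) in each marking class (horizontal axis) under the paper's criteria (black diamonds), under the other settings (blue circles) and with 1 stage left out (orange triangles). Under the paper's criteria the classes hold 39, 16, 28 and 52 genes, and mb falls to 21 with 1 stage left out.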

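In the microarray data, 9 genes met the criteria in mb and also in CB, and none met them in mw and CB. The 9 include Px-0011, Px-0108, Px-0220, Px-0245, Px-0248 and Px-0430. Px-0245, an unknown secreted protein gene with 3 probes, had a mean normalized signal intensity of 16400 ± 19100 (SD, n = 6 arrays) in black and 7250 ± 8900 in white, a log2 fold of 1.19. It was well above background on 5 of the 6 arrays in each region. Black was higher on 5 of 6 arrays (mean log2 ratio 1.22 ± 0.92, exact p = 0.0625, adjusted p = 0.179). The exception was the intermolt, in which neither region was well above background. On the cryptic arrays, where it was well above background on 9 of 10 arrays in black and 8 of 10 in green, the log2 fold was 1.16, with black higher on 9 of 10 arrays (mean log2 ratio 1.17 ± 0.82, exact p = 0.00391, adjusted p = 0.00942). When every probe of a gene had to pass, 5 genes met the criteria in both mb and CB.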

Among the marking-specific genes, nine genes (*Px-0011*, *Px-0108*, *Px-0220*, *Px-0245*, *Px-0248*, *Px-0430*, *Px-0470*, *Px-0559 *and *Px-0652*) were regarded as both mb- and CG-enriched genes. This group contained melanin synthesis and associated genes, the takeout/JHBP gene family, cuticular protein genes, the 3-dehydroecdysone 3b-reductase (3DE 3b-reductase) gene and genes of unknown function. In contrast, three genes (*Px-0019*, *Px-0364 *and *Px-1769*) were regarded as both mw- and CG-enriched genes. 

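In the microarray data 3 genes met the criteria in mw and CG, Px-0019, Px-0364 and a gene without a gene number in the tables used here. Px-0364 (dusky-like) had a mean signal of 4200 ± 5010 (SD, n = 6 arrays) in black and 10700 ± 12600 in white, a log2 fold of -1.06, and was well above background on 5 of the 6 arrays in each region. White was higher on all 6 arrays (mean log2 ratio -1.13 ± 0.67, exact p = 0.0312, adjusted p = 0.125). The ratio was -2.42 at 16 h after HCS and between -1.13 and -0.48 at the other stages. The -0.48 is from the intermolt, with signals of 5.51 in black and 8.63 in white, and is not a measurement. With the 5 measured arrays the smallest possible p would be 0.0625. Between CB and CG the signals were 1310 ± 978 (SD, n = 10 arrays) and 3400 ± 6300, a log2 fold of -1.14, and 9 of 10 arrays were well above background in each region. Only on 7 of 10 arrays was green higher (mean log2 ratio -0.37 ± 1.13, exact p = 0.324, adjusted p = 0.429), and without the stage at 4 h the log2 fold was -0.52, under the 2-fold criterion.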

*Px-0019 *was a *Papilio*-specific highly expressed gene based on a comparison of the 30 most highly expressed genes (indicated by green circles in Figure 1). 

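BBP1 (Px-0010), which has 7 probes, had a mean signal of 1320 ± 1820 (SD, n = 6 arrays) in mb and 111 ± 113 in mw, a log2 fold of 3.32. It was well above background in 5 of the 6 samples of each region. The mean log2 ratio was 2.53 ± 2.28, with black higher on 4 of 6 arrays (exact p = 0.125, adjusted p = 0.294). The exceptions were the stage at 16 h after HCS and the intermolt, in which neither region was well above background. The ratio was highest, 5.36, at 8 h and lowest, -0.29, at 16 h, and without the stage at 11 h the log2 fold was 2.70. For the cryptic pattern the mean signal was 84400 ± 42400 (SD, n = 10 arrays) in CB and 187000 ± 128000 in CG, a log2 fold of -1.24, with green higher on 9 of 10 arrays (mean log2 ratio -1.05 ± 1.38, exact p = 0.0449, adjusted p = 0.0767). The exception was the V-shaped marking at 1 h, with a ratio of 1.96. Only Px-0005 (PxutCPG24), named after its values were seen, also met the criteria in both mb and CG.

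**Figure D3:**
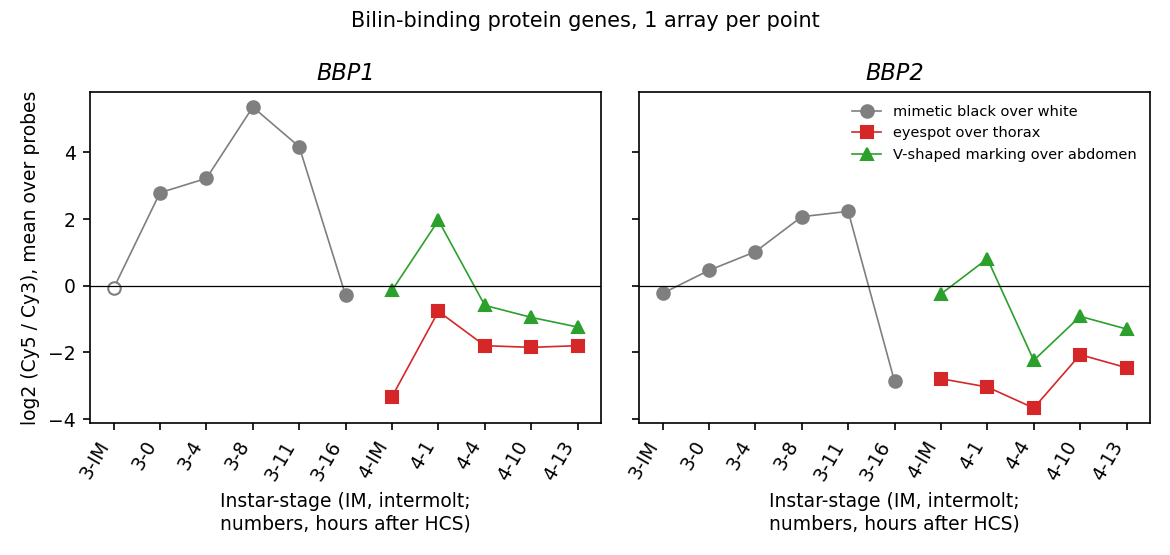
log2 ratio of Cy5 (black, eyespot or V-shaped marking) over Cy3 (white or green), averaged over probes (vertical axis), by instar and stage (horizontal axis), for BBP1 and BBP2, with 1 point per array and an open point where no channel was well above background. The ratios of BBP1 run from -0.29 to 5.36 in the mimetic pattern and from -3.33 to 1.96 in the cryptic pattern.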

One gene, *Px-0010*, already reported as *BBP1*, was regarded as mb- and CG-enriched gene. This is reasonable because *BBP1 *expression was detected in blue spots within the black region of the mimetic pattern and the green region of the cryptic pattern [12,15].

**Figure 3:**
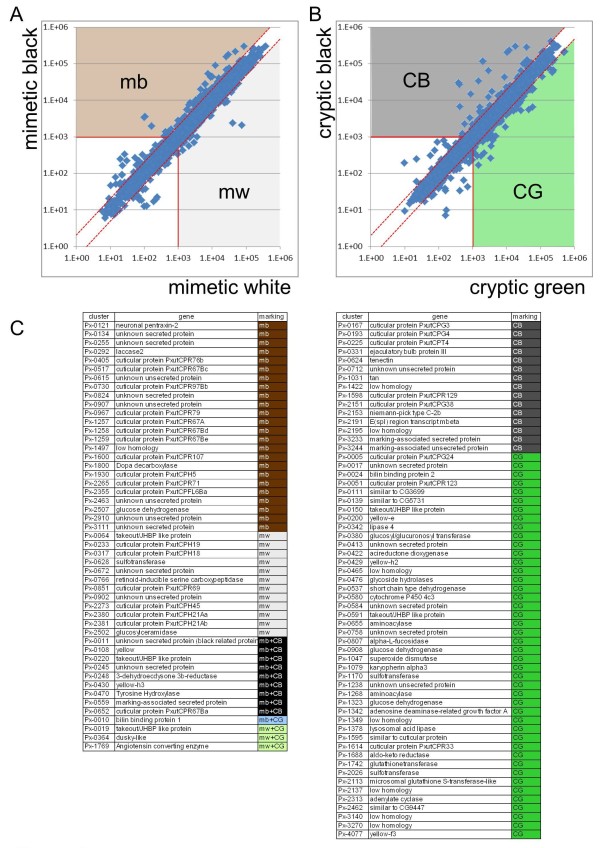
**Screening for marking-specific genes**. **(A) **Scatter plots of normalized signal intensity of mimetic white (*x *axis, average of six stages) versus mimetic black (*y axis*, average of six stages). Genes with average intensity more than two-fold (red dashed lines) between mimetic black and mimetic white, and also with an average signal intensity higher than 1,000 (red solid lines) were categorized as marking-specific genes. **(B) **Scatter plots of normalized signal intensity of cryptic green (*x *axis, average of five stages) versus cryptic black (*y axis*, average of five stages). For cryptic markings, T and A were regarded as cryptic green, and E and V were regarded as cryptic black (see Figure 2). **(C) **List of marking-specific genes. CB: cryptic black-enriched; CG: cryptic green-enriched; mb: mimetic black-enriched; mw: mimetic white-enriched.

To screen for instar- and stage-specific genes, expression profiles were grouped by self-organizing maps with GenePattern software [31], which is often used to summarize microarray data. By self-organizing maps analysis, expression profiles were grouped into 13 co-expression clusters (Figure 4). The largest cluster (cluster C) contained approximately one third of the genes with constant expression profiles (for example, housekeeping genes such as ribosomal protein genes). 

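Among the 3002 P. xuthus sequences with a mean signal above 100, 540 (18.0%) had all 11 stage means within 2-fold of their average. These included 74 of the 76 ribosomal protein genes. The share was 34.1% under normexp, loess and Aquantile and 4.23% with a 1.5-fold band. In the held part of Additional file 7, 140 of the 431 genes carry the constant cluster, and 117 of the 431 were constant by the 2-fold criterion. The stages were not replicated, and the clustering itself was not repeated.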

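Of the 2462 sequences that were not constant over the 11 stages, 803 had their highest signal in an intermolt stage, 902 at 0 to 4 h after HCS, 425 at 8 to 11 h and 332 at 13 to 16 h. The mean was at least 2-fold higher in the third instar for 277 of them and at least 2-fold higher in the fourth for 273. Each stage was hybridized on 1 slide only, so stage and slide could not be separated in these levels, and no test was made.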

Other clusters contained intermolt-enriched genes (IM3, IM3-4 and IM4) and genes enriched in the early (EM3, EM3-4 and EM4), middle (MM3, MM3-4 and MM4), and late stages of molting (LM3, LM3-4 and LM4). Genes belonging to clusters other than cluster C were expected to be regulated by ecdysteroid because their expression levels differed in the molting period when the ecdysteroid titer changes (see Figure 2). The third instar- (IM3, EM3, MM3 and LM3) and fourth instar-enriched genes (IM4, EM4, MM4 and LM4) were expected to be positively and negatively regulated by JH, respectively. The genes with similar expression patterns between the third and fourth instars (IM3-4, EM3-4, MM3-4, LM3-4 and C) were assumed to be JH-independent genes. The marking specificity and instar and/or stage specificity for each gene is indicated in Additional file 1.

**Figure 4:**
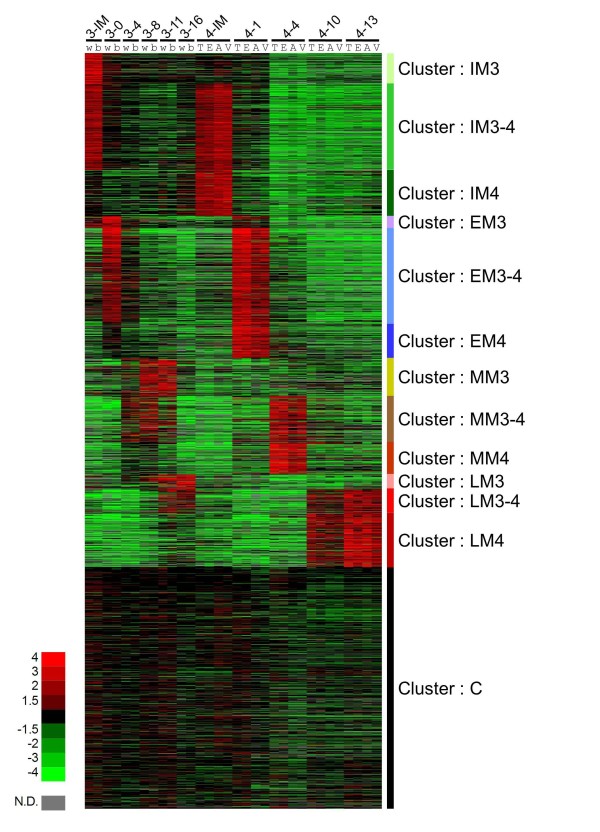
**Heat map of the relative expression level of 3,376 *P. xuthus *genes by microarray results**. Red and green indicate higher and lower expression level, respectively. The stage-specific co-expression clusters are shown right. C: constantly expressed genes; IM3: genes enriched in the intermolt of the third instar; IM3-4: genes enriched in the intermolt of both the third and the fourth instar; IM4: genes enriched in the intermolt of the fourth instar; EM3: genes enriched in the early stage of the third molt; EM3-4: genes enriched in the early stage of both the third and the fourth molts; EM4: genes enriched in the early stage of the fourth molt; MM3: genes enriched in the middle stage of the third molt; MM3-4: genes enriched in the middle stage of both the third and the fourth molts; MM4: genes enriched in the middle stage of the fourth molt; LM3: genes enriched in the late stage of the third molt; LM3-4: genes enriched in the late stage of both the third and the fourth molts; LM4: genes enriched in the late stage of the fourth molt. Stage and marking of each sample is shown above (for example, 4-10E, eyespot at 10 hours after head capsule slippage of the fourth molting period). Red indicates positive values and green indicates negative values (color spectrum bar is shown left; N.D., not detected). See also Figure 2.

### Identification of several candidates for blue and yellow pigment-binding proteins

One of the most obvious characteristics of the *Papilio *larval cryptic pattern is the overall green coloration. Lepidopteran larval green coloration consists of blue bile pigment (bilin) and yellow carotenoids in general [32]. These pigments usually exist as pigment-protein complexes *in vivo *[33]. We previously reported that the combination of *BBP1 *and *YRG *correlated perfectly with larval blue, yellow and green coloration in three *Papilio *species [12]. Although the high expression of *BBP1 *(*Px-0010*) in the CG region was indicated by the EST database, microarray analyses and whole-mount *in situ *hybridization (Figure 5A, C), *YRG *(*Px-0080*) expression was relatively low (Additional file 7). This imbalance in the expression level of putative blue and yellow pigment-binding proteins suggested the presence of other pigment-binding proteins. 

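In the CG region BBP1 was highest in the thorax at 10 h after HCS, with a signal of 371000, and in the abdomen at 13 h, with 330000, and was well above background in all samples of both regions. YRG (Px-0080), with 7 probes, had a mean signal of 42500 ± 54800 (SD, n = 10 arrays) in CB and 45700 ± 59800 in CG, a log2 fold of -0.06. Green was higher on 5 of 10 arrays (mean log2 ratio 0.16 ± 0.38, exact p = 0.230, adjusted p = 0.337), so no difference between the regions was shown. On the eyespot arrays the ratio was 0.64 at 4 h and between -0.19 and -0.06 at the other stages. The CG signal of YRG ran from 76.7 in the thorax and 34.5 in the abdomen at 1 h to 135000 and 139000 at 13 h. Because the genes have different probes, their signals were not set against each other.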

No gene homologous to the carotenoid-binding protein reported from the silkworm *B. mori *[34] was found in the *Papilio *EST datasets. Instead, *Px-0019 *(related to the takeout/JHBP gene family) and *Px-0024 *(related to the lipocalin family), both among the 30 most highly expressed genes in the EST library, appeared to be good candidates for carotenoid-binding protein and BBP genes (see Figure 1). Both *Px-0019 *and *Px-0024 *were CG-enriched in the microarray-based gene expression analysis (Figure 3, Additional file 9). 

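The mean signal of Px-0024, with 13 probes, was 52700 ± 45700 (SD, n = 10 arrays) in CB and 182000 ± 153000 in CG, a log2 fold of -1.70. The green region was higher on 9 of 10 arrays (mean log2 ratio -1.79 ± 1.37, exact p = 0.00586, adjusted p = 0.0133). Px-0019, with 4 probes, had 55300 ± 76300 in CB and 185000 ± 200000 in CG, a log2 fold of -1.64, and green was higher on all 10 arrays (mean log2 ratio -2.98 ± 1.81, exact p = 0.00195, adjusted p = 0.00616). For both genes the log2 fold was larger in size between the eyespot and the thorax, at -2.46 and -2.45, than between the V-shaped marking and the abdomen, at -1.03 and -0.94. The difference between these comparisons could not pass the test with 5 stages (exact p = 0.0625 for Px-0024 and 0.250 for Px-0019).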

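Over the 10 cryptic arrays, which are 2 per stage, the log2 ratio of Px-0024 was compared with that of BBP1. Pearson's r was 0.766 (two-sided permutation p = 0.0091, adjusted 0.012 over the 4 relations computed) and Spearman's rho was 0.60 (permutation p = 0.074, adjusted 0.074). Without the 2 arrays farthest from the median of BBP1, r was 0.56. Within slide 1 (6 arrays) r was 0.515 (exact permutation p = 0.29, unadjusted, a test chosen after seeing the data), so no relation was shown there, and within slide 2 (4 arrays) it was 0.826. Over the 6 mimetic arrays r was 0.889 (exact permutation p = 0.0056, adjusted 0.011) and rho was 0.943 (exact permutation p = 0.017, adjusted 0.033). Without the 2 farthest arrays r was 0.862. Within slide 2 (4 mimetic arrays) it was 0.805, and slide 1 held too few mimetic arrays for a value. The 6 arrays and the 4 of slide 2 include the intermolt. There BBP1 was not well above background in either region, with signals of 6.94 in black and 7.3 in white, so that point is not a measurement. Of the mimetic probe spots of Px-0024, 55.1% were well above background in black and 52.6% in white.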

The expression profile of *Px-0024 *was very similar to that of *BBP1 *(*Px-0010*) (Figure 5A). Molecular phylogeny indicated that *Px-0024 *and its *P. polytes *ortholog *Pp0004 *were members of the lipocalin family, a putative binding protein for lipophilic substances, including the BBP of *Pieris rapae *and insecticyanin (BBP) of *Manduca sexta *(Figure 5B). Thus, we named *Px-0024 *(and its ortholog *Pp0004*), *BBP2*. Molecular phylogeny also indicated that these genes had lineage-specific gene duplication, and *P. xuthus *and *P. polytes *had at least four and five paralogous genes, respectively. Almost identical marking-specific expression between *BBP1 *and *BBP2 *in both *P. xuthus *and *P. polytes *was indicated by microarray analysis and whole-mount *in situ *hybridization (Figure 5C), suggesting that these two genes may function coordinately as blue pigment-binding proteins. As it is supposed that BBPs of the saturniid silkworm *Rhodinia fugax *exist as a dimer in epidermis [35], it is possible that *BBP1 *and *BBP2 *form heterodimers. Notably, bombyrin of *B. mori *is not associated with blue coloration, and molecular phylogeny indicated that the blue pigment-binding proteins of *Pieris*, *Manduca *and *Papilio *do not form a single cluster, suggesting that blue pigment-binding proteins evolved independently to serve a common physiological role in each organism.

**Figure 5:**
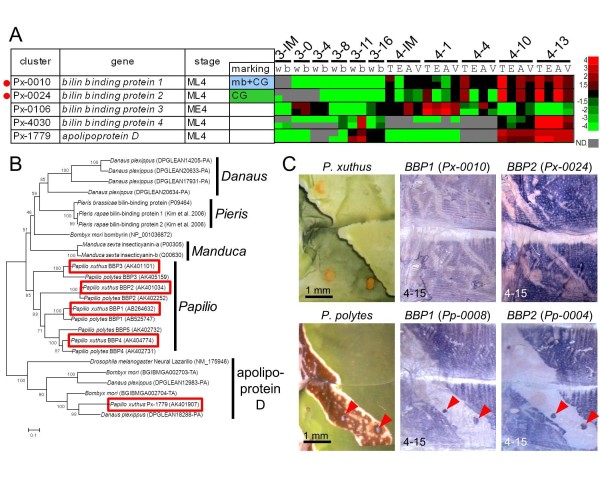
**Expression pattern of bilin-binding protein genes**. **(A) **Heat map of four bilin-binding protein genes and their related gene apolipoprotein D in *P. xuthus*. Red indicates positive values and green indicates negative values (color spectrum bar is shown to the right; N.D., not detected). Red circles indicate the genes examined by whole-mount *in situ *hybridization in (C). Stage and marking of each sample is shown above. The stage-specific co-expression cluster and marking specificity of each gene are also shown. See also Figures 2 to 4. **(B) **Neighbor joining tree of bilin-binding protein and its related genes based on their amino acid sequences. The numbers at the tree nodes represent the bootstrap values. The scale bars indicate the evolutionary distance between the groups. Accession numbers or gene model numbers are shown in parenthesis. Red boxes indicate the *P. xuthus *genes. Predicted genes of *D. plexippus *and *B. mori *were from MonarchBase http://monarchbase.umassmed.edu/ and KAIKObase http://sgp.dna.affrc.go.jp/KAIKObase/, respectively. **(C) **Spatial expression patterns of two bilin-binding protein gene mRNAs in *P. xuthus *and *P. polytes *larvae during the fourth molt. Numbers in each panel indicate molt stage-hours after head capsule slippage (HCS). Red arrowheads indicate blue spot region of *P. polytes*.

Regarding *Px-0019*, its spatial expression pattern associated with the cryptic pattern was similar to those of *BBP1 *and *BBP2 *in *P. xuthus *(Figure 6C). Similar to the expression pattern of *YRG *reported previously [12], the expression of *Pp-0013 *(the ortholog of *Px-0019*) in *P. polytes *was not detected in the blue spot region (Figure 6C) whereas *BBP1 *and *BBP2 *expression was clearly detected (red arrowheads in Figure 5C). Molecular phylogeny indicated that *Px-0019 *formed a large cluster consisting of the takeout/JHBP gene family and 23 other genes in the *P. xuthus *EST database (Figure 6B). Notably, this cluster included the carotenoid-binding protein of the locust *Schistocerca gregaria *(red asterisk in Figure 6B) [36], suggesting that *Px-0019 *is one of the *P. xuthus *carotenoid-binding proteins. *Px-0019 *formed a *Papilio*-specific cluster with three other *Papilio *genes (indicated by '*Papilio*-specific' in Figure 6B). 

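Of the takeout/JHBP genes, which number 24 in Figure 6A, 10 could be named here. In the mimetic pattern their log2 folds ran from -4.75 (Px-0019) to 3.94 (Px-0220), and in the cryptic pattern from -1.64 (Px-0019) to 5.29 (Px-0220). At least 2-fold in the mimetic pattern were 3 of the 10, with Px-0064 as the third at -1.61, and at least 2-fold in the cryptic pattern were 4, with Px-0150 and Px-0591 as the others. Px-0064 was well above background on 1 of the 6 mimetic arrays, and its log2 fold was 0.16 without the stage at 16 h after HCS. The rest of the family was not analysed here.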

Among the 24 *Papilio *takeout/JHBP genes, *Px-0019 *and its closest homolog gene *Px-0220 *had the strongest marking specificity in the microarray expression profile (Figure 6A). In contrast to that of *Px-0019*, the expression level of *Px-0220 *was higher in eye spot regions and V-shaped markings (Figure 6A). 

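PCBP2 (Px-0220), with 8 probes, had a mean signal of 101000 ± 95000 (SD, n = 5 arrays) in the eyespot and 1390 ± 1370 in the thorax, a log2 fold of 5.54. In the V-shaped marking it was 78000 ± 84100 (SD, n = 5 arrays) and in the abdomen 1610 ± 1920, a log2 fold of 5.02. Both regions had their highest signal at 13 h after HCS. The black region was higher on all 5 arrays of each comparison, and over the 10 arrays the mean log2 ratio was 5.07 ± 0.98 (exact p = 0.00195, adjusted p = 0.00616). Between the eyespot and the V-shaped comparison the log2 ratio differed by 0.83 ± 0.81 (SD over 5 stages), with the eyespot larger at 4 of 5 stages (exact p = 0.125). Of the 8 probes 7 gave this direction and 1 gave the opposite, a cryptic log2 fold of -0.70 and a mimetic one of -4.50. Over the mimetic arrays the mean signal was 2590 ± 3760 (SD, n = 6 arrays) in black, where it was well above background on 5 of 6 arrays, and 94.1 ± 97.2 in white. Black was higher on 4 of 6 arrays (mean log2 ratio 1.92 ± 2.33, exact p = 0.156, adjusted p = 0.347).

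**Figure D4:**
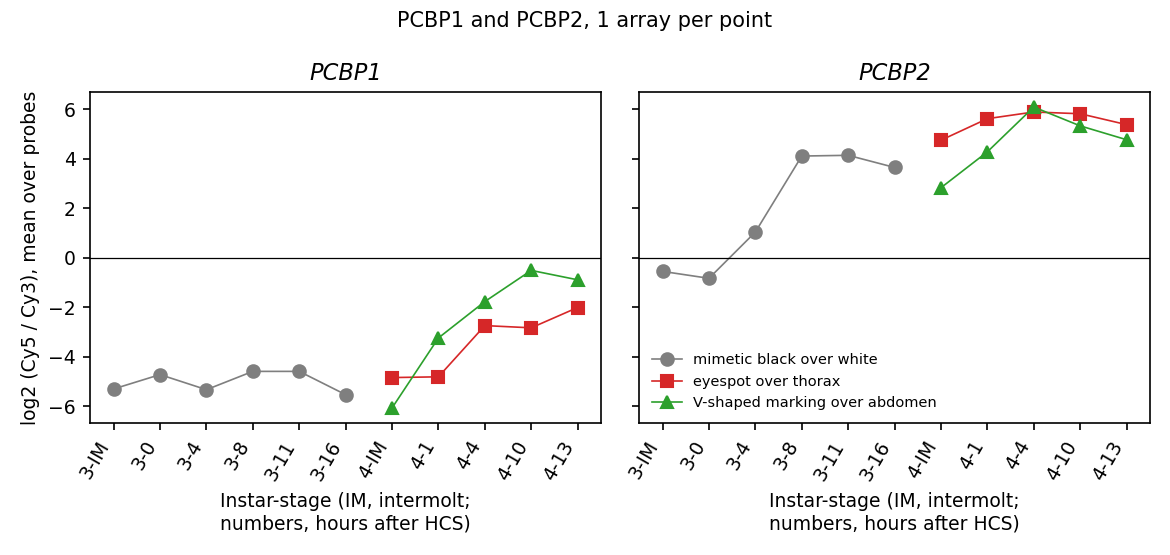
log2 ratio of Cy5 (black, eyespot or V-shaped marking) over Cy3 (white or green), averaged over probes (vertical axis), by instar and stage (horizontal axis), for PCBP1 (Px-0019) and PCBP2 (Px-0220), with 1 point per array. All points of PCBP1 lie below 0, and the cryptic points of PCBP2 lie between 2.82 and 6.08.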

Consistent with the microarray results, the spatial expression pattern of *Px-0220 *perfectly correlated with the yellow spot region of the V-shaped markings (Figure 6C). The expression patterns of *Px-0019 *and *Px-0220 *strongly suggest that these *Papilio*-specific family genes bind yellow carotenoid pigments with different spatial regulation. We therefore named these genes putative carotenoid-binding proteins (PCBP1 and PCBP2, respectively). 

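In the mimetic pattern, the mean signal of Px-0019 was 80200 ± 51700 (SD, n = 6 arrays) in the white region and 2500 ± 2130 in the black region, a fold of 26.9. White was higher on all 6 arrays (mean log2 ratio -5.02 ± 0.42, exact p = 0.0312, adjusted p = 0.125), the smallest p that 6 arrays allow. With each stage left out in turn, the log2 fold stayed between -4.86 and -4.69. The white signal was highest, 153000, at 11 h after HCS and lowest, 39400, at 4 h.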

Moderate PCBP1 (*Px-0019*) expression was also detected in the white region of the mimetic pattern by microarray analysis and *in situ *hybridization, suggesting that this gene also colocalizes with white pteridine/uric acid pigments (Figure 6A, C).

**Figure 6:**
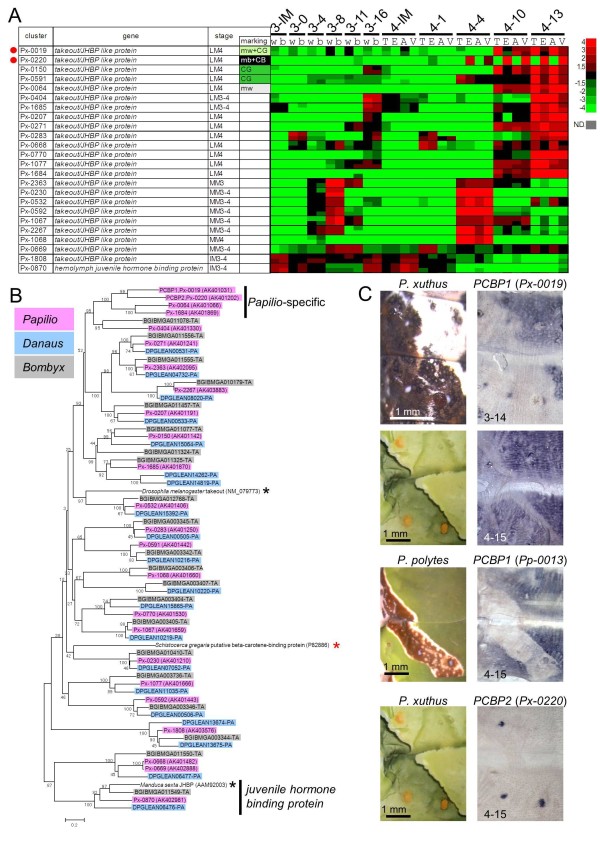
**Expression pattern of putative carotenoid-binding protein genes**. **(A) **Heat map of 24 *takeout/juvenile hormone*-*binding protein *(*JHBP*) family genes in *P. xuthus*. Red indicates positive values and green indicates negative values (color spectrum bar is shown to the right; N.D., not detected). Red circles indicate the genes examined by whole-mount *in situ *hybridization in (C). Stage and marking of each sample is shown above. The stage-specific co-expression cluster and marking specificity of each gene are also shown. See also Figures 2 to 4. **(B) **Neighbor joining tree of *takeout/JHBP *family genes based on their amino acid sequences. The numbers at the tree nodes represent the bootstrap values. The scale bars indicate the evolutionary distance between the groups. *P. xuthus*, *D. plexippus *and *B. mori *genes are shaded in red, blue and gray, respectively. Red asterisk indicates carotenoid-binding protein of locust *Schistocerca gregaria*, and black asterisks indicate takeout protein of *Drosophila melanogaster *and JHBP of *Manduca sexta*. Accession numbers are shown in parenthesis. Predicted genes of *D. plexippus *and *B. mori *were from MonarchBase http://monarchbase.umassmed.edu/ and KAIKObase http://sgp.dna.affrc.go.jp/KAIKObase/, respectively. **(C) **Spatial expression patterns of two putative carotenoid-binding protein mRNAs in *P. xuthus *and *P. polytes *larvae during the fourth and the third molts. Numbers in each panel indicate molt stage-hours after head capsule slippage. JHBP: juvenile hormone-binding protein.

Because JHBP has high ligand specificity [37,38] and it has been assumed to be monomeric in solution [39], PCBP1 and PCBP2 may bind to different types of carotenoids. Other takeout/JHBP genes (for example, *Px-0150 *and *Px-0591*) also had marking specificity and were enriched in the fourth instar (Figure 6A), suggesting that these genes also have a supporting role in carotenoid binding. 

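For Px-0150, with 6 probes, the mean signal was 61700 ± 82200 (SD, n = 10 arrays) in CB and 133000 ± 172000 in CG, a log2 fold of -1.13, and CB was well above background on 9 of 10 arrays. For Px-0591, with 2 probes, it was 11600 ± 11500 and 24400 ± 29400, a log2 fold of -1.09, which was -0.63 without the stage at 13 h after HCS. Green was higher on all 10 arrays for both genes (mean log2 ratios -0.99 ± 0.53 and -0.90 ± 0.56, exact p = 0.00195 and adjusted p = 0.00616 for each). Between mb and mw the log2 folds were -0.30 and -0.05, and white was higher on 6 of 6 and 4 of 6 arrays (exact p = 0.0312 and 0.312). Without the stage at 16 h the mimetic log2 fold of Px-0150 was -1.58. Averaged over samples, the signal of Px-0150 was 19900 in the third instar and 95800 in the fourth, and that of Px-0591 was 3530 and 18000, 4.82-fold and 5.11-fold higher in the fourth. At least 2-fold higher in the fourth instar were 7 of the 10 takeout/JHBP genes named here. The instars differ in hours and in slides, and this difference was not tested.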

Because the presence of several carotenoids, including alpha-carotene, beta-carotene and lutein, have been reported for *P. xuthus *[40], these takeout/JHBP family genes of *P. xuthus *may each recognize a different carotenoid.

Notably, the locust carotenoid-binding protein (red asterisk in Figure 6B) did not form a single cluster with *Px-0019 *or *Px-0220*, which is similar to the case of *BBP*, suggesting that both blue and yellow pigment-binding proteins evolved convergently among insect species. Green coloration among lepidopteran larvae appears to have emerged independently in the phylogenetic tree [2]. The independent occurrence of BBPs and carotenoid-binding proteins within the lipocalin family genes and takeout/JHBP family genes may reflect the convergent evolution of larval green coloration.

### Identification of the novel marking-specific melanin synthesis gene, *yellow-h3*

We previously reported that several melanin-related genes were associated with stage- and species-specific black larval cuticular markings in three *Papilio *species [10-14,16]. The microarray results were consistent with our previous findings. Both *TH *(*Px-0470*) and *DDC *(*Px-1800*) were strongly expressed in the black markings during the latter half of the molting period; *yellow *(*Px-0108*) and *laccase2 *(*Px-0292*) were strongly expressed in the black markings during the middle of the molting period; *tan *(*Px-1031*) was strongly expressed in the cryptic black markings at the latter half of the molting period; and *GTP-CH I *(*Px-1001*) was strongly expressed in the black markings only in specific stages (Figure 7A). In addition to these genes, Yellow-f-related genes have been reported as dopachrome-converting enzymes for melanin biosynthesis (for example, *D. melanogaster yellow-f *and *yellow-f2 *and the *Aedes aegypti *dopachrome-converting enzyme, Figure 7B) [41,42]. 

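Of these genes yellow (Px-0108, 9 probes) and laccase2 (Px-0292, 5 probes) were analysed here. The mean signal of yellow was 47300 ± 51700 (SD, n = 6 arrays) in mb and 6560 ± 6800 in mw, a log2 fold of 2.80, and black was higher on all 6 arrays (mean log2 ratio 2.34 ± 0.84, exact p = 0.0312, adjusted p = 0.125). Over the cryptic arrays it was 41500 ± 46300 (SD, n = 10 arrays) in CB and 1860 ± 1870 in CG, a log2 fold of 4.39, and black was higher on all 10 arrays (mean log2 ratio 4.20 ± 2.23, exact p = 0.00195, adjusted p = 0.00616). Without the intermolt the cryptic log2 fold was 5.31. The signal of yellow was highest at 8 h after HCS in mb, with 109000, and at 4 h in the eyespot, with 137000, and the V-shaped marking, with 78100. For laccase2 the mean signal was 24900 ± 25500 (SD, n = 6 arrays) in mb and 5780 ± 5640 in mw, a log2 fold of 1.94, with black higher on all 6 arrays (mean log2 ratio 1.56 ± 0.49, exact p = 0.0312, adjusted p = 0.125). Between CB and CG its log2 fold was 0.24, with black higher on 8 of 10 arrays (mean log2 ratio 0.72 ± 1.07, exact p = 0.0664, adjusted p = 0.109). The signal of laccase2 was highest at 8 h in mb, with 53300, and at 4 h in the eyespot, with 72700, and in the thorax, with 69900. The ratio was highest at 10 h, with 2.55 for the eyespot and 1.88 for the V-shaped marking.

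**Figure D5:**
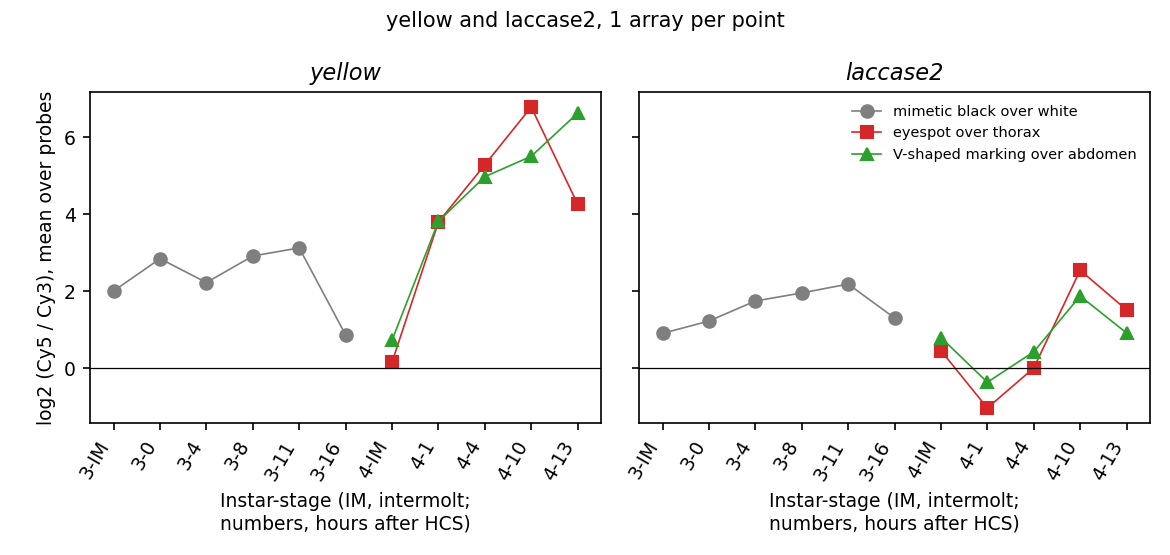
log2 ratio of Cy5 (black, eyespot or V-shaped marking) over Cy3 (white or green), averaged over probes (vertical axis), by instar and stage (horizontal axis), for yellow and laccase2, with 1 point per array. All points of yellow lie above 0, and those of laccase2 fall to -1.03.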

In *B. mori *and *D. melanogaster*, 10 and 14 *yellow *family genes (which have major royal jelly protein motifs) have been reported (Figure 7B) [40,42]. We obtained all *yellow *family genes in *P. xuthus *(red boxes in Figure 7B) excluding *yellow-b*. In lepidopteran species, *yellow-f3 *and *yellow-f4 *are the closest homologs to *Drosophila yellow-f/yellow-f2 *(Figure 7B) [43].

**Figure 7:**
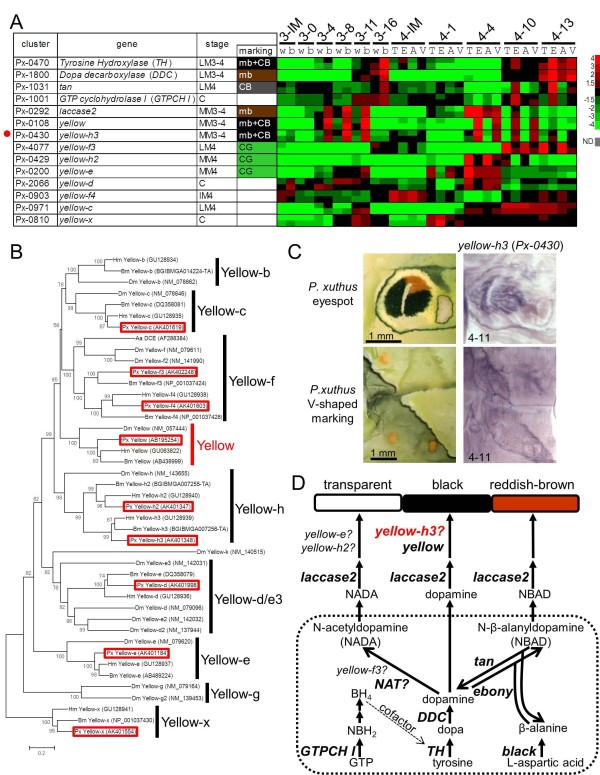
**Spatial expression pattern of melanin synthesis genes**. **(A) **Heat map of the relative expression level of melanin synthesis/related genes and *yellow *family genes in *P. xuthus*. Red indicates positive values and green indicates negative values (color spectrum bar is shown to the right; N.D., not detected). Red circle indicates the gene examined by whole-mount *in situ *hybridization in (C). Stage and marking of each sample is shown above. The stage-specific co-expression cluster and marking specificity of each gene are also shown. See also Figures 2 to 4. **(B) **Neighbor joining tree of *yellow *family genes based on their amino acid sequences. The numbers at the tree nodes represent the bootstrap values. The scale bars indicate the evolutionary distance between the groups. Accession numbers are shown in parenthesis. Red boxes indicate the *P. xuthus *genes. Yellow-g gene has not been reported in lepidopteran species [43]. **(C) **Spatial expression patterns of *yellow-h3 *mRNA in *P. xuthus *larva during the fourth molt. Numbers in each panel indicate molt stage-hours after head capsule slippage. **(D) **Biosynthetic pathway underlying the formation of melanin. Dopamine, N-beta-alanyldopamine (NBAD) and N-acetyldopamine (NADA)are used in the production of Dopamine-melanin (black and brown), NBAD pigment (yellow or reddish brown), and NADA pigment (transparent) in insects [5,16,45,62]. Aa DCE: *Aedes aegypti *dopachrome conversion enzyme; BH_4_: tetrahydrobiopterin; Bm: *Bombyx mori*; DDC: dopa decarboxylase; Dm: *Drosophila melanogaster; *GTP: guanosine triphosphate; GTP-CH I: GTP cyclohydrolase I; Hm: *Heliconius melpomene*; NADA: N-acetyldopamine; NAT: arylalkylalamine-N-acetyltransferase; NBAD: N-beta-alanyldopamine; NBH_2_: dihydroneopterin triphosphate; Px: *Papilio xuthus*. TH: tyrosine hydroxylase.

Unexpectedly, *yellow-f3 *(*Px-4077*) and *yellow-f4 *(*Px-0903*) of *P. xuthus *were not upregulated in black markings, but instead were CG-enriched (Figure 7A). Conversely, *yellow-h3 *(*Px-0430*) was upregulated in black markings, and it exhibited a very similar expression pattern to that of *yellow *(Figure 7A). 

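The mean signal of yellow-f3, with 5 probes, was 2750 ± 2880 (SD, n = 10 arrays) in CB and 8650 ± 10000 in CG, a log2 fold of -1.37, and it was well above background on 8 and 9 of the 10 arrays. Green was higher on all 10 arrays (mean log2 ratio -0.85 ± 0.39, exact p = 0.00195, adjusted p = 0.00616). The log2 folds of the single probes ran from -2.40 to -0.39. The log2 fold was -0.99 without the stage at 1 h after HCS and -0.81 under normexp, loess and Aquantile, both under the 2-fold criterion. For yellow-f4, with 2 probes, the mean signal was 1600 ± 1220 (SD, n = 10 arrays) in CB and 2570 ± 2050 in CG. It was also higher in green on all 10 arrays, with the same p values (mean log2 ratio -0.68 ± 0.41), but the log2 fold of -0.69 was under the 2-fold criterion. In the mimetic pattern the log2 folds of yellow-f3 and yellow-f4 were -0.60 and -0.15, with white higher on 6 of 6 and 4 of 6 arrays (exact p = 0.0312 and 0.188).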

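The mean signal of yellow-h3, with 3 probes, was 24700 ± 23800 (SD, n = 6 arrays) in mb and 5740 ± 2900 in mw, a log2 fold of 2.12, and black was higher on all 6 arrays (mean log2 ratio 1.40 ± 1.16, exact p = 0.0312, adjusted p = 0.125). Over the cryptic arrays it was 23200 ± 18000 (SD, n = 10 arrays) in CB and 4850 ± 4000 in CG, a log2 fold of 2.26, with black higher on 8 of 10 arrays (mean log2 ratio 1.92 ± 1.60, exact p = 0.00781, adjusted p = 0.0153). Without the intermolt this log2 fold was 2.91. The highest signals were 57600 in mb at 8 h after HCS and 57300 in the eyespot at 4 h, the stages at which yellow was also highest in these regions. Over the 10 cryptic arrays, 2 per stage, the log2 ratios of yellow-h3 and yellow had a Pearson's r of 0.80 (two-sided permutation p = 0.0032, adjusted 0.011 over the 4 relations computed) and a Spearman's rho of 0.855 (permutation p = 0.0027, adjusted 0.011). Without the 2 arrays farthest from the median of yellow r was 0.711. Within slide 1 (6 arrays) r was 0.259 and within slide 2 (4 arrays) 0.398. In a test chosen after seeing the data, no relation was shown within slide 1 (exact permutation p = 0.57, unadjusted), and slide 2 held too few arrays to test. Over the 6 mimetic arrays r was 0.653 (exact permutation p = 0.11, adjusted 0.11) and rho was 0.829 (exact permutation p = 0.058, adjusted 0.074). Without the 2 farthest arrays r was 0.258, so this relation rests on those arrays, and within slide 2 (4 arrays) it was 0.278.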

Using whole-mount *in situ *hybridization, we confirmed that the spatial expression pattern of *yellow-h3 *prefigured the black markings similar to *yellow *(Figure 7C). The only previous report concerning the role of *yellow-h3 *in coloration was the demonstration of its association with black regions in *Heliconius *wings by RT-PCR, but its spatial expression patterns have not been clarified [43]. Our data, combined with the *Heliconius *results, suggest that *yellow-h3 *functions in melanin biosynthesis in lepidopteran species (Figure 7D) similarly to *yellow-f *and *yellow-f2 *in *Drosophila*.

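In the CG region yellow-f3 had its highest signal at 13 h after HCS, 21900 in the thorax and 22500 in the abdomen. The mean signal of yellow-h2, with 2 probes, was 6110 ± 11000 (SD, n = 10 arrays) in CB and 53200 ± 113000 in CG, a log2 fold of -3.11, and green was higher on 8 of 10 arrays (mean log2 ratio -2.33 ± 1.60, exact p = 0.00781, adjusted p = 0.0153). Its V-shaped ratio was 0.64 in the intermolt and between -2.58 and -1.91 at the other stages. It was highest at 4 h, with 363000 in the thorax and 106000 in the abdomen. For yellow-e, with 6 probes, the mean signal was 12400 ± 15200 (SD, n = 10 arrays) in CB and 28000 ± 39800 in CG, a log2 fold of -1.15. Green was higher on 9 of 10 arrays (mean log2 ratio -0.71 ± 0.90, exact p = 0.0254, adjusted p = 0.0473, or 0.0542 over the genes named in the paper only), and without the stage at 1 h the log2 fold was -0.96, under the 2-fold criterion. Its highest signal was 131000, in the thorax at 4 h.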

Based on our microarray analysis, three *yellow *family genes, *yellow-f3*, *yellow-h2 *and *yellow-e*, were regarded as CG-enriched genes (Figures 3 and 7A). *yellow-f3 *was highly expressed during the late molting period similar to *TH *and *DDC*, and *yellow-h2 *and *yellow-e *were highly expressed during the middle of the molting period similar to *yellow *(Figure 7A), implying that these genes may function in inhibiting melanin pigmentation. In the silkworm *B. mori*, *yellow-e *disruption promoted melanin pigmentation in the larval head and tail, where strong *yellow-e *expression was detected [44], which is consistent with our results. In melanin synthesis, it is assumed that arylalkylamine-N-acetyltransferase (NAT) activity is involved in synthesis of N-acetyldopamine, a precursor of colorless cuticle [5,45,46]. However, disruption of *NAT *in *B. mori *resulted in an overall blackish phenotype only in the adult stage, whereas it had little effect on larval pigmentation [46,47]. Our EST datasets did not contain *NAT *or *NAT*-like genes, suggesting that *NAT *gene is not the primary factor for colorless cuticular production in larval stages. Because green is the color of the epidermis seen through the colorless cuticle, the observation of CG-enriched *yellow *family genes (CG in Figure 3) implies that *yellow *family genes are major negative regulators of melanin pigmentation in the larval stage instead of the *NAT *gene (Figure 7D). Taxa-specific gene duplication found between *Drosophila *and lepidopteran species (for example, *yellow-f*, *yellow-h*, Figure 7B), and the reverse function implicated for *yellow-f *family genes between Diptera and Lepidoptera suggest that the function of the *yellow *gene family has diversified among insect taxa.

### Marking-specific cuticular protein genes

The 30 most highly expressed genes of the *Papilio *epidermal EST dataset included many cuticular protein genes similar to *B. mori *(Figure 1) [25]. In *B. mori*, more than 200 cuticular protein genes have been reported [48,49]. The heat map of 128 cuticular protein genes of *P. xuthus *indicated the clear stage specificity of most of the cuticular protein genes (Figure 8A). 

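Of the cuticular protein genes, which number 128 in Figure 8A, 64 could be named here. All 64 had a mean signal above 100, and 0 of them were constant over the stages within 2-fold. The highest stage mean was over 10-fold the lowest for all 64 genes, with a median of 2320-fold, against 8.41-fold over all sequences. A fold rests on the lowest stage mean, which can be near background, and the stages were not replicated, so no test was made. The other members of the family were not analysed here.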

Cuticular protein genes can be divided into several groups based on amino acid sequence similarity [48,50]. 

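Among the 64 cuticular protein genes named here, both CPFL genes were higher in the third instar. Averaged over samples, PxutCPFL6Bb (Px-4007) had a signal of 10500 in the third instar and 109 in the fourth, a log2 fold of 6.59, and PxutCPFL5 (Px-4018) had 4940 and 322, a log2 fold of 3.94. Of the 29 CPR genes, for which the RR motifs were not told apart here, 11 had a higher mean in the third instar, 6 of them at least 2-fold, and 6 were at least 2-fold higher in the fourth. For the 21 CPG genes, 6 were higher in the third instar, 3 of them at least 2-fold, and 8 were at least 2-fold higher in the fourth. For the 5 CPT genes, 1 was higher in the third instar, at least 2-fold, and 3 were at least 2-fold higher in the fourth. For the 6 CPH genes, 5 were higher in the third instar, 2 of them at least 2-fold. The instars were sampled at different hours and not on the same slides in equal number, and this difference was not tested.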

Many genes with a CPFL or RR2 motif were highly expressed in the third instar (mimetic pattern) although stage specificity was not completely associated with this motif, as we reported previously [15]. 

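By the 2-fold criterion, 11 of the 64 cuticular protein genes named here were enriched in at least 1 marking, 4 in mb, 2 in mw, 4 in CB and 2 in CG. For 1 of the 11, every probe passed.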

Interestingly, many cuticular protein genes also displayed marking specificity (Figure 3 and Additional file 7), which was confirmed by *in situ *hybridization (Figure 8B). The cuticular proteins *CPG12 *(glycine-rich motif, *Px-0036*) and *CPR27 *(RR-1 motif, *Px-0396*) were highly expressed in the CG region as well as the yellow spot region in V-shaped markings (Figure 8B), and *CPT2 *(Tweedle motif, *Px-0006*) was highly expressed in the yellow spot region as well as the boundary of the V-shaped region (Figure 8B). Strong expression of *CPR41A *(RR1 motif, *Px-0074*) was detected in the red regions of the eyespot (Figure 8B). To examine whether the different spatial expression of the cuticular protein genes affected exoskeletal structures, we examined the cuticular surface by electron microscopy. We found that cuticular structures were different at each marking (Figure 8C, D), and we could easily recognize the eyespot region through electron microscopy (Figure 8C). The surface nanostructure was fine in the black region of the eyespot and coarse in the yellowish green region around the eyespot. The surface nanostructure of the red region was intermediate between the black and green regions. The white stripe center of the eyespot had a very smooth surface. We previously reported that muscle was attached to this white stripe region [14]. The surface nanostructure dramatically changed at the boundary of the V-shaped markings (Figure 8D). The surface nanostructure of the black stripe region was fine and the green region was coarse similar to the eyespot. These results indicated that color pattern and surface structure are tightly related, which is similar to the adult wing scale in which clear correlations between color and structure have been reported [51,52]. Although the precise role of each cuticular protein remains unclear, specific cuticular proteins may have the function of transporting or maintaining the specific cuticular pigments.

**Figure 8:**
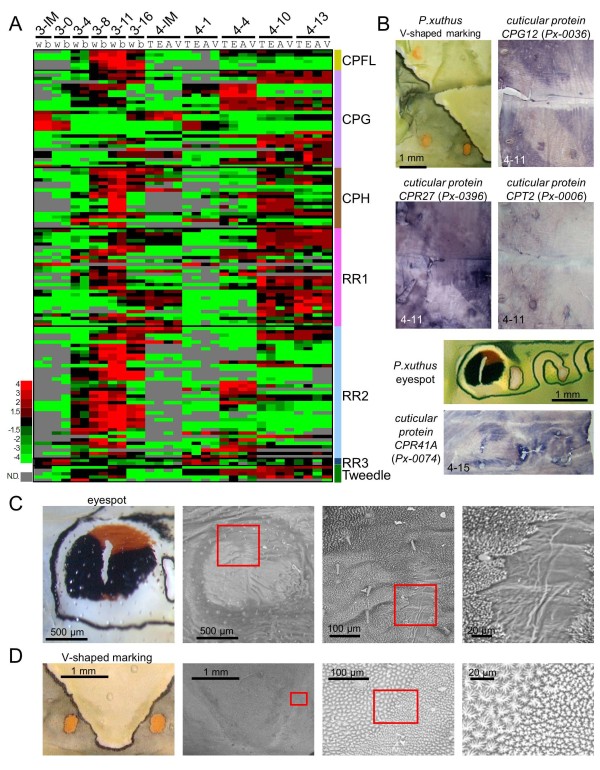
**Marking-specific expression of cuticular protein genes and marking-associated cuticular nanostructure**. **(A) **Heat map of the relative expression level of 128 cuticular protein genes. Red indicates positive values and green indicates negative values (color spectrum bar is shown to the left; N.D., not detected). Stage and marking of each sample is shown above. Cuticular protein genes were categorized by the motif indicated in the right. See also Figure 2. **(B) **Spatial expression patterns of cuticular protein genes' mRNA in *P. xuthus *larva during the fourth molt. Numbers in each panel indicate molt stage-hours after head capsule slippage. **(C) **Cuticular nanostructure (scanning electron microscopy image) of eyespot region. Magnified view of red square regions is shown to the right. **(D) **Cuticular nanostructure (scanning electron microscopy image) of V-shaped marking region. Magnified view of red square regions is shown to the right.

### Candidates for marking-associated patterning genes

Although several regulatory genes have been reported for butterfly adult wing pattern formation [6,7,26,29], it is still unclear which gene controls the larval body markings. We surveyed the marking specificity of 76 regulatory genes such as transcription factors and signal transducers. 

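Additional file 6 lists 77 P. xuthus genes, of which 75 were held and 71 had a probe. The probes of aristaless and cut were well above background in 0 of the 32 samples by the scanner software's test, that of optomotor blind in 5 and those of wingless in 1. Ultrabithorax was well above background in 19 of the 32 samples, with 34.4% of its probe spots. For 26 of the 71 genes, fewer of the probe spots were well above background than not. None of the 71 met the criteria for marking-specific genes. The 71 are not the paper's set of regulatory genes and include, among others, ebony and cuticular protein genes. Among the 48 genes from Px-4026 to Px-4076 with a probe, 4 differed at least 2-fold in the mimetic or the cryptic comparison. In the mimetic comparison the log2 fold was 2.56 for bilin binding protein 4 and 1.94 for cinnabar. In the cryptic comparison it was -1.09 for bilin binding protein 4, -2.12 for peroxidase and -1.25 for Px-4058 (juvenile hormone epoxide hydrolase 2). Px-4058 was well above background in 1 of the 32 samples, so its fold is not a measurement. The male type of doublesex, vein, trithorax and polybromo were not analysed here.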

According to microarray analysis, nine genes (*trithorax*, *polybromo*, *aristaless*, *cut*, *doublesex *(male type), *optomotor blind*, *ultrabithorax*, *vein *and *wingless*) were expressed at lower levels than measureable, and most genes had no clear marking specificity (Figure 9A). However, we found that *E(spl) region transcript mbeta *(*Px-2191*) had clear marking specificity (CB in Figure 3) and four other genes *E75A*, *E75B*, *fringe *and *spalt*, also exhibited higher expression in the eyespots based on the heat map (Figure 9A). 

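The log2 fold of fringe (2 probes) between the eyespot and the thorax was 1.07, with mean signals of 2020 ± 1310 (SD, n = 5 arrays) and 959 ± 671. The eyespot was higher on all 5 arrays (mean log2 ratio 1.05 ± 0.56, exact p = 0.0625, the smallest that 5 arrays allow), and the log2 fold was 0.73, under 2-fold, without the stage at 1 h after HCS. Between the V-shaped marking and the abdomen the log2 fold was 0.29, with the V-shaped marking higher on all 5 arrays. Over the 10 cryptic arrays black was higher on all 10 (mean log2 ratio 0.65 ± 0.58, exact p = 0.00195, adjusted p = 0.00616). The log2 fold between CB and CG was 0.78, under 2-fold. The eyespot ratio exceeded that of the V-shaped marking at all 5 stages, by 0.80 on average (exact p = 0.0625). For E75A (2 probes) the log2 fold in the eyespot was 0.16, with 650 ± 915 (SD, n = 5 arrays) against 581 ± 681, and the eyespot was higher on 2 of 5 arrays (mean log2 ratio of the opposite sign, -0.16 ± 0.43, exact p = 0.375). For E75B (4 probes) it was 0.07, higher on 3 of 5 arrays (mean log2 ratio -0.17 ± 0.47, exact p = 0.562). Both were brightest at 1 h, where the eyespot was higher, with 2260 against 1740 in the thorax for E75A (ratio 0.37) and 1530 against 1220 for E75B (ratio 0.20), and without that stage their log2 folds were -0.24 and -0.21. For spalt (4 probes) it was 0.02 (-0.43 to 0.48 for the single probes), with 590 ± 612 (SD, n = 5 arrays) against 430 ± 376 as the mean over all probes, and the eyespot was higher on 3 of 5 arrays (mean log2 ratio 0.02 ± 0.11, exact p = 0.625). Of its probe spots, 50.0% were well above background in the eyespot and 40.0% in the thorax. The highest eyespot signal of spalt was 1410, at 13 h, when the thorax had 743, and the thorax was well above background in 4 of 5 samples. The differences of E75A, E75B and spalt did not exceed the spread between stages. In the mimetic pattern the ratio of E75A was -0.65 at 11 h and between -0.07 and 0.10 at the other stages. Px-2191 was not analysed here.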

We confirmed the stronger expression of *spalt *in the eyespot by whole-mount *in situ *hybridization (Figure 9B) although we could not detect the positive signals of the four other genes, perhaps because of the low signal intensity in the examined stage (whole-mount *in situ *hybridization is applicable after the middle stage, 11 hours after head capsule slippage (HCS), of the molting period when cuticular apolysis is complete). Notably, *spalt *expression coincided with the black markings of several butterfly wing patterns [7,29]. Taken together, *spalt *appeared to be a positive regulator of melanin pigmentation in both larvae and adult butterflies.

**Figure 9:**
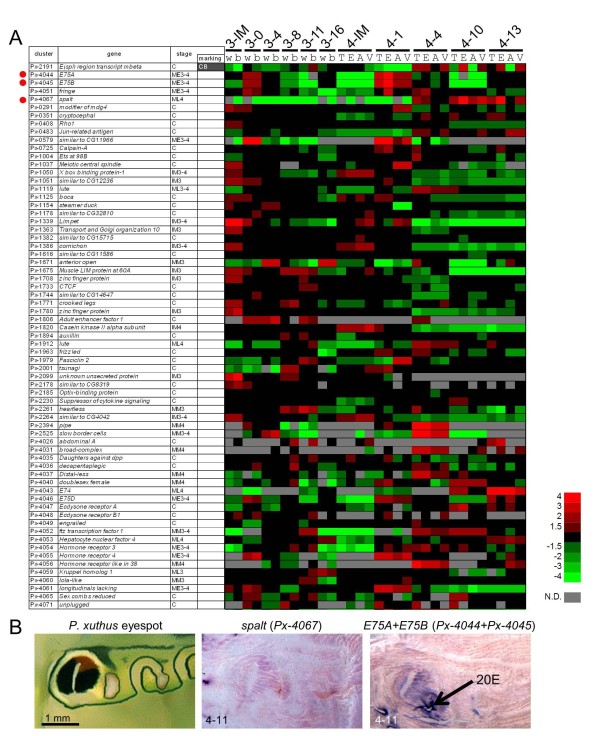
**Expression pattern of candidates for patterning genes**. **(A) **Heat map of the relative expression level of 67 regulatory genes (transcription factors and signal transducers). Red indicates positive values and green indicates negative values (color spectrum bar is shown to the right; N.D., not detected). Red circles indicate the genes examined by whole-mount *in situ *hybridization in (B). Stage and marking of each sample is shown above. The stage-specific co-expression cluster and marking specificity of each gene are also shown. See also Figures 2 to 4. **(B) **Spatial expression patterns of *spalt *and *E75 *(probe designed at the common region of *E75A *and *E75B*) mRNA in *P. xuthus *larva during the fourth molt. Numbers in each panel indicate molt stage-hours after head capsule slippage. Black arrows indicate the position of 20E application.

*E75A *and *E75B *are involved in the ecdysteroid signaling cascade, and their expression is induced by ecdysteroids [30]. We therefore examined the effect of ecdysteroids by the topical application method [11] and found that higher *E75 *expression is maintained in black eyespot regions (Figure 9B; probes were designed to target common regions of *E75A *and *E75B*). The expression pattern of *E75 *coincided with the eyespot pattern, which was similar to *yellow *[11], suggesting that *E75 *had a marking specificity in the early molting stage. In *Manduca sexta*, both *E75A *and *E75B *are involved in the stage-specific gene expression of *DDC *both directly and indirectly [30]. Our results suggest that *E75A *and/or *E75B *regulate both the marking specificity and stage specificity of several black marking-associated genes. As we described previously, several cuticular protein genes also exhibited marking specificity and stage specificity (Figure 8). Although it is still not clear how color and nanostructure are determined, one possible explanation is that marking-specific transcription factors involved in the ecdysteroid signaling cascade regulate both pigmentation and cuticular protein genes. *E75 *is one strong candidate mediator of the hormone-dependent coordination of larval pattern and nanostructure formation.

Although *spalt *and *E75 *were the only two transcription factor genes for which we were able to detect marking-associated expression by whole-mount *in situ *hybridization, microarray analysis suggested that *E(spl) region transcript mbeta *and *fringe*, both involved in the Notch signaling pathway, also have marking specificity. In the butterfly wing pattern, *Notch *is involved in intervein markings [53], and *fringe *is upregulated by 20-hydroxyecdysone [54]. The Notch signaling pathway may also be involved in hormone-dependent pattern formation in butterfly larvae.

### The marking-specific ecdysteroid biosynthesis enzyme gene, *3-dehydroecdysone 3b-reductase*

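The 3DE 3b-reductase gene (Px-0248), with 4 probes, had a mean signal of 75300 ± 69200 (SD, n = 6 arrays) in mb and 32500 ± 18800 in mw, a log2 fold of 1.22. Black was higher on 3 of 6 arrays (mean log2 ratio 0.74 ± 1.17, exact p = 0.25, adjusted p = 0.455), and without the stage at 11 h after HCS the log2 fold was 0.76. The ratio was highest at 11 h, 2.36, with 183000 in black. In the cryptic pattern the mean signal was 99500 ± 113000 (SD, n = 10 arrays) in CB and 37800 ± 31400 in CG, a log2 fold of 1.40, with black higher on 9 of 10 arrays (mean log2 ratio 0.72 ± 0.94, exact p = 0.0352, adjusted p = 0.0627). The eyespot signal was highest at 13 h, 274000 against 64000 in the thorax, and the V-shaped marking at 13 h had 192000. The eyespot ratio was 2.07 at 10 h and 2.10 at 13 h. The V-shaped ratio was 1.08 and 1.27 at the same stages.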

Unexpectedly, we found that the *3DE 3b-reductase *gene (*Px-0248*), which converts inactivated 3-dehydroecdysone to ecdysone [55,56], had clear marking specificity during the late stage of the molting period. According to whole-mount *in situ *hybridization findings, *3DE 3b-reductase *was highly expressed in black markings in both mimetic and cryptic patterns (Figure 10), which is very similar to the *TH *and *DDC *expression patterns. The simultaneous expression of *3DE 3b-reductase *and melanin synthesis enzyme genes suggested that localized regulation of ecdysteroid titers in the epidermis is also involved in marking-specific gene regulation. Relatively high concentrations of ecdysone in the black markings may be important for regulating the *TH *and *DDC *expressions during the pigmentation stages.

**Figure 10:**
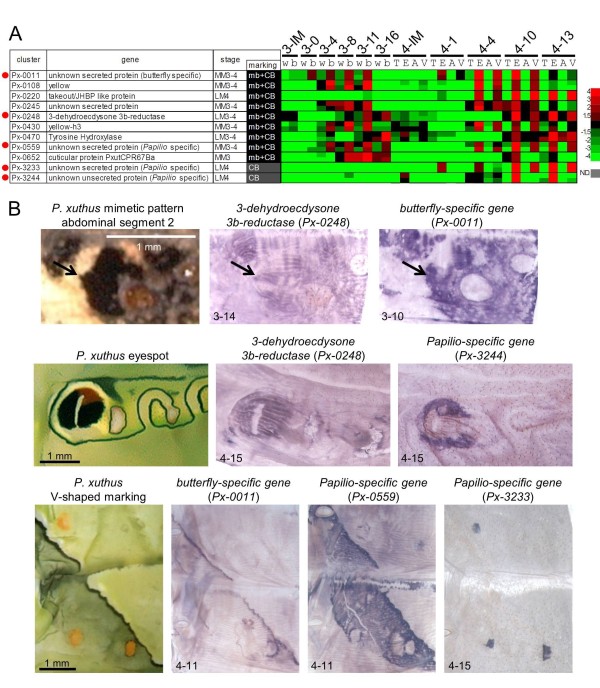
**Expression pattern of novel marking-specific genes**. **(A) **Heat map of the relative expression level of nine marking-specific genes regarded as mimetic black and cryptic black, and two *Papilio*-specific genes (*Px-3233*, *Px-3244*) regarded as cryptic black. Red indicates positive values and green indicates negative values (color spectrum bar is shown to the right; N.D., not detected). Red circles indicate the genes examined by whole-mount *in situ *hybridization in (B). Stage and marking of each sample is shown above. The stage-specific co-expression cluster and marking specificity of each gene are also shown. See also Figures 2 to 4. **(B) **Spatial expression patterns of novel marking-specific genes' mRNA in *P. xuthus *larva during the third and fourth molts. Numbers in each panel indicate molt stage-hours after head capsule slippage. Arrow indicates black spot region on the abdominal segment 2 of mimetic pattern.

### *Papilio*-specific marking-associated genes

Among 2,746 *P. xuthus *genes (ORF > 50 amino acids), more than 400 genes had no sequence similarity with the genome sequences of other insects, including silkworm and monarch butterfly (Additional file 5). Through microarray analysis and whole-mount *in situ *hybridization, we found three *Papilio*-specific genes (that is, has no sequence similarity with known proteins including the monarch butterfly *Danaus*, *Bombyx *genome sequences, and the Butterfly Base sequence database [57] with clear marking specificity (*Px-0559*, *Px-3233 *and *Px-3244*), and one gene, *Px-0011*, with only low sequence similarity with the monarch butterfly (that is, butterfly specific). *Px-0559*, *Px-3233 *and *Px-3244 *expression coincided with black, yellow and eyespot markings, respectively (Figure 10). 

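In mb the mean signal of Px-0011, with 8 probes, was 119000 ± 94700 (SD, n = 6 arrays), against 23700 ± 20100 in mw, a log2 fold of 2.35. Black was higher on all 6 arrays (mean log2 ratio 2.26 ± 0.30, exact p = 0.0312, adjusted p = 0.125). The ratio was 2.85 at 11 h after HCS and between 2.09 and 2.29 at the other stages. In the cryptic pattern the mean signal was 135000 ± 127000 (SD, n = 10 arrays) in CB and 8500 ± 9540 in CG, a log2 fold of 3.80, and black was higher on all 10 arrays (mean log2 ratio 3.66 ± 0.76, exact p = 0.00195, adjusted p = 0.00616). The log2 folds of the single probes ran from 0.98 to 3.21 in the mimetic and from 1.06 to 5.04 in the cryptic pattern, all with black higher. The signal was highest at 11 h in mb, with 230000, and at 4 h in the eyespot, with 375000. The log2 ratio was lower in the mimetic than in the cryptic pattern by an exact permutation test over all divisions of the 16 arrays (p = 0.00175, adjusted p = 0.0207). With the 11 stages as units, chosen after seeing the data, it did not pass (exact permutation p = 0.00433, adjusted p = 0.0844).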

*Px-0011 *expression was also strongly associated with black markings (Figure 10). These proteins have no known domains and display no similarity to any characterized proteins. *Px-0011 *and *Px-3233 *have signal peptide sequences, and *Px-0011*, *Px-0559 *and *Px-3233 *are threonine-, arginine-, and tyrosine-rich proteins, respectively (Additional file 1). These genes were expressed during the middle or late stages of the molting period, suggesting that these genes were structural proteins. Although the precise function of these genes is currently unknown, this is the first example of species-specific genes associated with pattern formation.

## Conclusion

In this study, we succeeded in obtaining a large-scale catalog of marking-specific genes and stage-specific genes from the swallowtail butterfly larvae by microarray analysis based on EST datasets. We confirmed the marking specificity for transcription factors, hormone-related genes, cuticular protein genes, pigment synthesis and binding genes, and novel *Papilio*-specific genes by whole-mount *in situ *hybridization. The marking-specific genes identified in this study indicated that the molecular mechanisms of insect pigmentation are likely to be both conserved and diversified across insect taxa. For example, several of the melanin synthesis genes with clear marking specificity in *Papilio *species (Figure 7) [12,16] have been reported to be responsible for the larval color mutants of the silkworm *B. mori *[16,58,59], as well as associated with the cuticular pigmentation of various insect orders [5,45,60-62], which suggests their conserved role in cuticular pigmentation across insect taxa. Conversely, our results also indicate that genes that have several paralogs in one species tend to diversify their function across insect taxa, such as *yellow *family genes, lipocalin family genes and takeout/JHBP family genes (Figures 5, 6, 7). We also found that there were several *Papilio*-specific genes with clear marking specificity, suggesting that species-specific genes contribute to marking formation. Notably, some of the regulatory genes involved in larval pattern appeared to be different from those of adults (for example, *Distal-less *involvement in eyespots was less obvious in larvae), whereas others appeared to participate in both larval and adult pattern formation (for example, *spalt *expression associated with black markings). Furthermore, we found that both the transcription factor *E75 *and the ecdysteroid synthesis enzyme *3DE 3b-reductase *had clear marking specificity, suggesting their involvement in ecdysteroid-dependent coordinated gene regulation in larval pattern formation. Ecdysteroid is also involved in butterfly adult wing pattern [28], which suggests the possibility that these genes contribute to pattern formation in the adult wing. The wide variety of marking-associated genes identified by our screening indicates that the strategy utilized in this study is effective for clarifying pattern formation in species without genome information. The gene collection and the expression profile presented in this study will be invaluable for exploring not only *Papilio *but also insects in general.

## Methods

### Experimental animals and developmental staging

*P. xuthus *was either purchased from Eiko-Kagaku (Osaka, Japan), kindly provided by Dr. Akira Yamanaka (Yamaguchi University, Japan), or collected from the field. Larvae were reared on leaves of *Zanthoxylum ailanthoides *(Rutaceae) at 25°C under long-day conditions (16 h light and 8 h dark). The staging of the molting period was based on the time when HCS occurred, as well as spiracle and hair pigmentation [12].

### Construction and sequencing of the cDNA library

Total epidermal RNAs of *P. xuthus *and *P. polytes *were isolated from 50 individuals per species during the molting period (35 individuals at third molt and 15 individuals at fourth molt) using TRI reagent (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer's instructions. After the attached muscle and fat body were removed, whole dorsal integuments from the thoracic 2 segment to the abdominal 7 segment were dissected from larvae. Total RNAs were mixed and subjected to cDNA library construction.

The cDNA library construction was carried out by the Dragon Genomics Center (Takara Bio Inc., Mie, Japan) by the following procedure. The mRNA was purified using an Oligotex-dT30 Super mRNA purification Kit (Takara, Bio Inc., Mie, Japan), and then cDNA libraries were constructed using a cDNA synthesis Kit (Stratagene, La Jolla, CA, USA). First-strand cDNA synthesis was carried out with oligo d(T)_18 _primers. Synthesized cDNA were size-selected and ligated into the *EcoR*I and *Xho*I sites of pBluescript II SK(+) vector (Stratagene). The ligated products were then transformed into competent DH10B *Escherichia coli *cells by electroporation. The transformed cells were plated onto Luria Broth media and incubated overnight.

For sequencing of cDNA libraries, white colonies were randomly selected and sequenced from both ends using an ABI prism 3130 Genetic Analyzer (Applied Biosystems, Foster City, CA, USA), which was carried out at National Institute of Genetics (Shizuoka, Japan) with the support of the MEXT Genome Support Project for the *P. xuthus *cDNA library, and at the National Institute of Agrobiological Sciences (Ibaraki, Japan) for the *P. polytes *cDNA library. All EST sequences have been deposited [DDBJ: FY174038-FY210626, FY302525-FY358875]. Among these ESTs, sequences corresponding to ribosomal RNA [DDBJ: AB674749] and mitochondrial DNA [DDBJ: EF621724] were eliminated. The remaining ESTs were subjected to cluster analysis using a Phred/Phrap/Consed software package [63]. After automatic clustering, we checked every sequence manually for each alignment, and divided and reassembled the putative chimeric sequences. SignalP 3.0 [24] was used for signal peptide prediction.

### Microarray experiments and data analysis

The Papilio 15 K oligo-microarray slide (60-mer oligonucleotides on 15,208 spots, Agilent Technologies, Palo Alto, CA, USA) was constructed using 8,000 *Papilio *unique sequences (3,376 from *P. xuthus*, 4,612 from *P. polytes *and 12 from *P. machaon*). We could not design an appropriate probe for 42 genes because of low sequence complexity (indicated by 'n.e.' in Additional file 1). Probe sequences were designed using Agilent's web portal eArray [64], and one or two probes each for *P. xuthus*, *P. machaon *and *P. polytes *gene were constructed (probe sequences of *P. xuthus *are shown in Additional file 7).

For the microarray experiment of mimetic pattern, total epidermal RNAs of six developmental stages (0, 4, 8, 11, 16 hours after HCS of the third molting period and intermolt (day 2) of the third instar) were isolated from white (abdominal 2 to 4 segments) and black (abdominal 4 and 5 segments) regions independently (see Figure 2, left). For the microarray experiment of cryptic pattern, total epidermal RNAs of five developmental stages (1, 4, 10, 13 hours after HCS of the fourth molting period and intermolt (day 2) of the fourth instar) were isolated from the thorax (thoracic 2 segment with no markings), eyespot (thoracic 3 segment), abdomen (abdominal 3 and 4 segments with no markings), and V-shaped marking (abdominal 4 and 5 segments) regions independently (see Figure 2, right).

We performed two color microarray hybridizations. Mimetic white, cryptic thorax and cryptic abdomen were independently labeled with cyanine 3-CTP (Cy3), and mimetic black, cryptic eyespot, and cryptic V-shaped markings were independently labeled with cyanine 5-CTP (Cy5) in all stages. Double-stranded cDNA and labeled cRNA were synthesized using the Low RNA Input Linear Amplification Kit according to the manufacturer's instructions (Agilent Technologies). Total RNA (400 ng each for Cy3 and Cy5) was converted to cDNAs with T7 promoter oligo-dT primer and Moloney Murine Leukemia Virus reverse transcriptase. Second-strand cDNA was transcribed to cRNA with T7 RNA polymerase and 10 mM Cy3 or Cy5. The labeled cRNA was purified using an RNeasy Mini Kit (Qiagen, Tokyo, Japan).

Hybridization was performed using an In situ Hybridization Kit Plus (Agilent Technologies). One microgram each of Cy3-labeled cRNA and Cy5-labeled cRNA were mixed, fragmented and hybridized to each oligo-microarray at 65°C for 17 h at 4 rpm. The arrays were washed in 6 × saline sodium citrate, 0.005% TritonX-102 for 10 min at room temperature and in 0.1 × saline sodium citrate, 0.005% TritonX-102 for 5 min at 4°C. Intensities of the hybridized probes were detected with an Agilent G2565BA Microarray Scanner with 10 mm scan resolution, and the signals were extracted with G2565AA Feature Extraction Software v.7.1 (Agilent Technologies). Normalization was performed 'per spot' and 'per chip' using the GENESPRING program. The low expression level spots in all cells were removed (fluorescence intensity is approximately lower than 100). Microarray data were deposited in the Gene Expression Omnibus [GEO:GSE37920]. The normalized fluorescence intensity of all samples and each probe sequence are shown in Additional file 7.

We used microarray-based screening to obtain the genes involved in the overall steps of pattern formation, with the following strategies: comparing gene expression between different markings to identify marking-specific genes; comparing gene expression between mimetic and cryptic patterns to identify instar-specific genes; and checking the gene expression profile during the molting periods to identify stage-specific genes. To do this, we dissected larval epidermis at 11 different stages (Figure 2, red arrowheads) for microarray screening. Because cryptic patterns are assumed to be determined in the JH-sensitive period (green box in Figure 2) [10], six different stages before the JH-sensitive period were expected to be associated with the mimetic pattern and five different stages after the JH-sensitive period were analyzed for genes associated with cryptic pattern. For the mimetic pattern, we separately dissected the white region (w) and the black region (b), whereas for the cryptic pattern, we separately dissected the thoracic 2 segment (T), eyespot (E), abdomen region with no markings (A) and V-shaped markings (V) (Figure 2). Expression profiles of 11 developmental stages or six markings (mimetic white, mimetic black, cryptic thorax, cryptic eyespot, cryptic abdomen and cryptic V-shaped marking) were grouped by self-organizing maps with GenePattern software [31]. This algorithm is often used to summarize microarray data. We obtained expression profiles in terms of relative expression rather than absolute expression levels by dividing the average expression levels of each gene.

### Phylogenetic analysis

Alignment was conducted based on translated protein sequences using Clustal W program implemented in MEGA5, and phylogenetic trees were constructed by the Neighbor joining method with the MEGA5 program [65]. The confidence of the various phylogenetic lineages was assessed by the bootstrap analysis.

### Whole-mount *in situ *hybridization

Whole dorsal integuments from the thoracic 2 segment to the abdominal 7 segment were dissected from larvae. After the body fat and muscle attached to the epidermis were carefully removed, the larval epidermis was fixed immediately in 4% paraformaldehyde in PBS (137 mM NaCl, 8.10 mM Na_2_HPO_4_, 2.68 mM KCl and 1.47 mM KH_2_PO_4_, pH 7.4). Whole-mount *in situ *hybridization was performed as described previously [13,15-17]. An RNA probe for each gene was prepared using the DIG RNA Labeling Kit (Roche Biochemicals, Mannheim, Germany). A color reaction for digoxigenin-labeled antisense RNA probes was performed at room temperature in 100 mM Tris-HCl, 100 mM NaCl and 50 mM MgCl_2 _(pH 9.5) containing 3.5 μL/mL 5-bromo-4-chloro-3-indolyl-phosphate, 4-toluidine salt and 4.5 μL/mL nitroblue tetrazolium chloride. Digoxigenin-labeled sense strand probes were used as negative controls.

### Scanning electron microscopy analysis

Cuticular nanostructure of eyespot and V-shaped marking region was observed by scanning electron microscopy using a Hitachi TM-1000 scanning electron microanalyzer (Hitachi High-Technologies Corp., Tokyo, Japan).

## Abbreviations

3DE 3b-reductase: 3-dehydroecdysone 3b-reductase; BBP: bilin-binding protein; CB: cryptic black; CG: cryptic green; Cy3: cyanine 3-CTP; Cy5: cyanine 5-CTP; *DDC*: *dopa decarboxylase*; EST: expressed sequence tag; *GTP-CH I*: *guanosine triphosphate cyclohydrolase I*; HCS: head capsule slippage; JH: juvenile hormone; JHBP: juvenile hormone-binding protein; mb: mimetic black; mw: mimetic white; NAT: arylalkylamine-N-acetyltransferase; ORF: open reading frame; PBS: phosphate-buffered saline; PCBP: putative carotenoid-binding protein; RT-PCR: reverse transcriptase polymerase chain reaction; *TH*: *tyrosine hydroxylase*; *YRG*: *yellow-related gene*.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

RF and HF designed the research. RF performed the manual assembly and annotation of EST datasets. RF and HS analyzed the EST database and generated *in situ *hybridization data. TN sequenced the cDNA library of *P. xuthus*, and KM sequenced the cDNA library of *P. polytes*. RF performed and analyzed the microarray data. RF prepared figures and RF and HF wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of 3,341 nonredundant *P. xuthus *genes**. cluster nr: indexing identity number for each cluster; Total ESTs: number of ESTs in each cluster; sequence: 'majority rule' consensus sequence (with N masking regions of low complexity); length: length of consensus sequence; member: list of all individual EST names in the cluster; peptide sequence: predicted peptide sequence; SignalP: putative signal peptide sequence predicted by SignalP 3.0 program; DmGene: best hit from BLASTP analysis to *Drosophila melanogaster *peptides (Flybase v. 5.42); DmCG: CG number of best hit from BLASTP analysis to *D. melanogaster *peptides; DmE-value: Evalue of best hit from BLASTP analysis to *D. melanogaster *peptides; BmGene: best hit from BLASTP analysis to *Bombyx mori *peptides; BmE-value: Evalue of best hit from BLASTP analysis to *B. mori *peptides; DpGene: best hit from BLASTP analysis to *Danaus plexippus *peptides; DpE-value: Evalue of best hit from BLASTP analysis to *D. plexippus *peptides; Remarks: gene name of each cluster; accession number: GenBank accession number; co-expression cluster: co-expression cluster by microarray analysis (n.d.: not detected: n.e.: not examined); marking specificity: average intensity of mimetic black (mb) vs. mimetic white (mw) and/or cryptic green (CG) vs. cryptic black (CB) over two-fold is indicated. Click here for file

Additional file 2 **List of 1,436 *P. polytes *nonredundant genes**. Explanation of column contents are the same as Additional file 1. Click here for file

Additional file 3 **List of identified putative isoforms or premature transcripts of *P. xuthus***. Click here for file

Additional file 4 **List of identified putative isoforms or premature transcripts of *P. polytes***. Click here for file

Additional file 5 **The Venn diagram of *P. xuthus *genes**. The numbers of homologous genes shared between *P. xuthus *epidermal expressed sequence tags and other insect genomes are shown (cutoff threshold E values: *P *< 1e^-10 ^by BLASTP search). Click here for file

Additional file 6 **List of 77 additionally cloned *P. xuthus *genes**. Explanation of column contents is the same as Additional file 1. Click here for file

Additional file 7 **Microarray result of *P. xuthus *genes**. Probe sequences, normalized signal intensity of each sample, sum of signal intensity, and relative expression level of each sample are shown. Click here for file

Additional file 8 **Heat map of the relative expression level of 78 ribosomal protein genes in *P. xuthus***. Red indicates positive values and green indicates negative values (color spectrum bar is shown to the right; N.D., not detected). Stage and marking of each sample is shown above. The sage-specific co-expression cluster and marking specificity of each gene are also shown. See also Figures 2 to 4. Click here for file

Additional file 9 **Heat map of the relative expression level of the 30 most highly expressed genes in *P. xuthus***. Stage and marking of each sample is shown above. Red indicates positive values and green indicates negative values (color spectrum bar is shown to the right; N.D., not detected). The stage-specific co-expression cluster and marking specificity of each gene are also shown. See also Figures 2 to 4. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

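Gene expression in the larval epidermis was measured on 16 Agilent microarrays with 2 colours, each with 15208 probes besides the control spots. The 6 mimetic arrays compared white (Cy3) with black (Cy5) epidermis, the 5 eyespot arrays thoracic green (Cy3) with eyespot (Cy5) epidermis, and the 5 V-shaped arrays abdominal green (Cy3) with V-shaped (Cy5) epidermis, with 1 array per stage and comparison. The mapping of arrays to regions and stages was taken from the sample labels and the paper. There were no repeated arrays and no dye swap.

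The deposited files are the scanner output of Feature Extraction, whose header gives version 9.5.3.1, and hold for each spot the median pixel intensity, the local background, the background-subtracted signal, the processed signal of each channel and the log10 ratio of the processed signals. The processed signals are linear intensities, background-subtracted and dye-normalized within the array, and not scaled between arrays. Compared with the held part of Additional file 7 (855 probes, 431 genes), all values lay within 1%, with a largest difference of 0.498%, so no further scaling was applied. The series table holds the log10 ratios. It differed from the ratios in the array files by at most 0.005, and 20.4% of its values were 0. Of the 139152 spots of P. xuthus probes, 220 were marked as outliers by the scanner software. They were used in the counts of marking-specific genes and left out of the tests and of the values of single genes.

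Probes were assigned to genes through their sequence identifiers. The 8697 P. xuthus probes belong to 3380 sequences, with a median of 2 and at most 22 probes per sequence. A gene number could be given to 506 of them, from the held parts of Additional file 1 (399 of 3341 genes), Additional file 6 (75 of 77) and Additional file 7 (431 of 3376) and from gene identifiers printed in the figures, which were used to name genes only. Genes without such a number were analysed under their sequence identifier. No set or overlap test was made on a table held in part.

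Marking-specific genes were counted with the paper's criteria: for at least 1 probe of a gene, the linear mean of the signal over the stages more than 2-fold higher on the enriched side, and above 1000. Differences were tested with limma 3.58.1 in R 4.3.3 on the log2 ratios of the 16 arrays, in a model with 1 mean per comparison. The cryptic effect was the mean of the eyespot and V-shaped means. The differences between the eyespot and V-shaped effects and between the mimetic and cryptic effects were tested in the same model. Probes with a Benjamini-Hochberg adjusted p under 0.05 were counted. The spread in these tests is the spread between stages. The mean log2 ratios of single genes were tested with a two-sided exact sign-flip permutation test over arrays, in which the eyespot and the V-shaped array of a stage counted as separate units, and the difference between the patterns with an exact permutation test over the 8008 divisions of the 16 arrays, with Benjamini-Hochberg adjustment over the named genes. Correlations between genes were tested with 100000 permutations over 10 arrays, or exactly over 6 arrays. These were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

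The named genes were those that the paper's results and conclusion name in connection with the microarray and, for each of the 4 marking classes, the 5 genes with the largest fold among those with the same direction on every measured array. Several of the genes that the paper names could not be paired with a probe through the tables used here and were not analysed. The ribosomal protein, takeout/JHBP and cuticular protein families were analysed over the genes that could be named. A list of 12 muscle genes, from their descriptions in Additional file 1, was used to look for muscle on the dissected pieces.

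The scanner software marks a spot as well above background from its own noise estimate, and 78.0% to 88.5% of the P. xuthus probes passed in each sample. Signals below that level bound a gene's expression and do not measure it. The number of arrays limits the precision: 6 mimetic arrays cannot reach an adjusted p under 0.05 over 40 named genes unless many of them reach the smallest p.

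The alternatives tried were scaling each channel to the same 75th percentile, the normexp background correction (offset 50) with loess and Aquantile normalization or with median centring, the ratios of the series table, other criteria for probes, folds of 3 in place of 2, signal minimums of 500 and 2000, a geometric mean over stages, the removal of dim and saturated probes, slide or stage as a block, the cryptic arrays of a stage averaged, and leaving out each stage in turn. The normexp correction used the median signal of each spot, since the mean signals that had been planned for it were not used here. The methods were tested on simulated data. With 200 changed probes added to simulated arrays, limma recovered 86.5% in the mimetic comparison with 5 false calls and 91% in the cryptic comparison with 3. The counting criteria recovered 100% of bright probes with a constant level over stages that were changed by more than the criterion asks. This outcome was fixed by that setting and says little about signals that change with the stage. The sign-flip test gave p under 0.05 in 3.2% of draws without an effect for 6 arrays and in 4.25% for 10 arrays. In all simulations the arrays varied independently, whereas the 2 cryptic arrays of a stage had an estimated correlation of 0.283.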

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

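In this part the values computed for each slide alone or with stages as units, the adjustment over the genes named in the paper and the comparison of the 2 arrays of a stage belong to tests chosen after the results were seen, and the other tests were set beforehand.

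The log2 ratio of each named gene was searched for an array that stood apart from the others of its comparison by Dixon's criterion. Together with the counts of marked spots, 133 groups were tested and 14 passed, where chance gives about 1 in 20 groups, or 6.7. Of the 14, 12 were groups of single genes. In the mimetic pattern, Px-0011 had a ratio of 2.85 at 11 h after HCS (2.09 to 2.29 at the other stages) and E75A had -0.65 at 11 h (-0.07 to 0.10). At 0 h CPG12 had 2.07 (-0.06 to 0.62) and CPR27 had 2.45 (-0.91 to 0.04). At 16 h YRG had -1.15 (0.32 to 1.00), Px-0364 had -2.42 (-1.13 to -0.48) and Px-0064 had -1.63 (-0.12 to 0.37), where Px-0064 was well above background on no other mimetic array. The -0.48 of Px-0364 is from the intermolt, where neither region was well above background. In the cryptic pattern, YRG had an eyespot ratio of 0.64 at 4 h (-0.19 to -0.06), CPR27 a V-shaped ratio of 3.42 at 1 h (-0.69 to 0.21), with 1 of its channels well above background, and yellow-h2 a V-shaped ratio of 0.64 in the intermolt (-2.58 to -1.91). Another gene without a name in the held tables had a V-shaped ratio of 0.43 in the intermolt (2.65 to 3.52). A further such gene had an eyespot ratio of 0.09 at 4 h (-2.38 to -1.91), where neither channel was well above background, so this value is not a measurement. Each stage of the third instar was hybridized on 1 array, so for the mimetic values a fault of the array and a change with the stage stay open. Each stage of the fourth instar was on 2 arrays. For both genes apart on the V-shaped array in the intermolt, the eyespot array of the intermolt lay apart on the same side, at 0.00 for yellow-h2 (-4.26 to -2.66 at the other stages) and at 1.13 for the gene without a name (3.11 to 4.03). These 2 of 2 genes argue against a fault of the V-shaped array alone, and a change with the stage may explain them, which was not tested on other data. For YRG at 4 h the V-shaped ratio was 0.67 (-0.10 to 0.78) and for CPR27 at 1 h the eyespot ratio was -0.52 (-2.19 to -0.12), neither apart from its other stages, so both explanations stay open for these.

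The scanner software marked 21 spots of P. xuthus probes as outliers on the eyespot array at 10 h (1 to 4 on the other eyespot arrays) and 106 on the V-shaped array at 1 h (2 to 9 on the other V-shaped arrays). These counts describe the spots and not the RNA, and no biological explanation was tested. With the marked spots left out, a setting added after seeing the data, the numbers of marking-specific genes were 39 in mb, 16 in mw, 29 in CB and 51 in CG.

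The marking effect differed between the patterns for 4 of 39 named genes by an exact two-sided permutation test with Benjamini-Hochberg adjustment over the 39. By this exact test the mimetic minus cryptic log2 ratio was -5.85 for AK402240 (p = 0.000125, adjusted p = 0.00487), 3.58 for BBP1 (p = 0.0015, adjusted p = 0.0207), -1.40 for Px-0011 (p = 0.00175, adjusted p = 0.0207) and -3.15 for PCBP2 (p = 0.00212, adjusted p = 0.0207). Black was higher on 3 of 6 mimetic and 10 of 10 cryptic arrays for AK402240, on 4 of 6 and 1 of 10 for BBP1, on 6 of 6 and 10 of 10 for Px-0011 and on 4 of 6 and 10 of 10 for PCBP2. AK402240 was picked for its large cryptic fold on these arrays. Over the 30 tested genes counted as named in the paper, Px-0064 among them, the adjusted p of each of the other 3 was 0.0212. AK402240 was well above background in 2 of 6 black and 1 of 6 white samples, so its mimetic ratio is not a measurement. Of the mimetic probe spots of PCBP2, 62.5% in black and 56.2% in white were well above background. In each pattern 7 of its 8 probes were higher in black, and the other went the opposite way. For BBP1 neither region was well above background in the mimetic intermolt, so the differences of these genes rest in part on spots that do not measure them. In limma, 4 probes differed between the patterns: a pair of probes of AK402240 (-6.22 and -5.48, adjusted p = 0.00019 for each), 1 of AK403103 (2.39, adjusted p = 0.0065) and 1 of AK404603 (-0.69, adjusted p = 0.048). AK403103 was measured on 1 of 6 mimetic arrays, with mean signals of 16.1 in black and 17.6 in white, so its mimetic ratio is not a measurement either, and 3 of the 4 probes rest on such ratios. Among 100 divisions of the arrays, 1, the real one, gave as many probes. With the 2 cryptic arrays of each stage averaged 3 probes were called, and 1 of 100 divisions of the 11 stages gave as many. Chance is therefore an unlikely source of the count. With stages as units of the exact test, the adjusted p of the 4 named genes was 0.0844 for AK402240 and Px-0011, 0.0985 for BBP1 and 0.0998 for PCBP2, so none passed. The smallest p of that test is 0.00216. Dye bias that is constant for a probe cancels in this difference. A difference between slides does not explain the named genes' direction, which was the same within each slide (-6.34 and -5.05 for AK402240, 6.14 and 1.98 for BBP1, -1.28 and -1.36 for Px-0011, -1.43 and -3.54 for PCBP2). The count of probes was 62 on slide 1 alone and 0 on slide 2 alone, and without the intermolt of the fourth instar it was 37. Instar, pattern, body segment and hours differ together between these arrays and stay open. A hypothesis is that the marking effect on these genes may differ between the patterns, and it was not tested on other data.

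The arrays also carry 6379 probes of 5821 sequences of a second range of identifiers, whose expression the paper does not report. The paper states that the array was built from sequences of P. xuthus, P. polytes and P. machaon, and it lists this range with the EST sequences of its P. xuthus and P. polytes libraries. Of their spots, 36.8% were well above background, against 1.18% of the spots of 77 negative controls. The criteria for marking-specific genes were met by 60 of these sequences, 28 in mb, 5 in mw, 26 in CB and 16 in CG, and by 0 negative control spots. Spots at background are therefore excluded as the explanation. Probes designed for P. polytes may detect transcripts of P. xuthus through sequence similarity, which was not tested, so the signals were not assigned to genes.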

How the results depend on the processing

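The tests with 2 probes per gene, without marked spots, on each slide alone and with the cryptic arrays of a stage averaged and on the genes named in the paper only were chosen after the results were seen, and all other alternatives were fixed before the data were examined.

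Over the counts and shares, 194 alternative values were computed, 82 of them by leaving out a stage. Of the others, 79 stayed within 1.5 times the count or within the spread of the share, and 33 did not. The numbers of mb-, mw-, CB- and CG-enriched genes were 18, 3, 11 and 19 when every probe had to pass and 13, 5, 11 and 20 with a 3-fold criterion. Both settings are stricter by construction. With a geometric mean over stages they were 17 in mb, 6 in mw and 19 in CG, and the cause was not tested. Leaving out each stage in turn gave 21 to 50 in mb, 11 to 22 in mw, 23 to 35 in CB and 46 to 60 in CG. The lowest mb count was without 11 h after HCS.

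The number of probes called by limma was 311 between mb and mw and 1058 between CB and CG. With normexp and median centring it was 2112 and 2641, and with normexp and loess 440 and 1061. The larger counts therefore came with median centring in place of loess, and not with the background correction. Slide as a fixed term gave 475 in the mimetic comparison, and stage as a random block gave 523 in the cryptic comparison and 1 probe for the eyespot minus V-shaped effect (795 at an unadjusted p under 0.05), and the cause was not tested. Fewer arrays in the fit lower some counts by construction: with the arrays of the comparison alone 42 and 505, on slide 1 alone 74 and 266, with the 2 cryptic arrays of each stage averaged 197 in the cryptic comparison, and on slide 2 alone 6 and 32. With the mean of each gene's probes 72 and 358 sequences were called, against 217 and 726 sequences in the main fit, and the cause was not tested. On slide 2 alone 2 probes were called for the eyespot minus V-shaped effect, and for the mimetic minus cryptic effect 62 were called on slide 1 alone and 0 on slide 2 alone (4 over both slides), and the cause of these changes was not tested. For the latter effect 6 sequences were called with the mean of each gene's probes. Leaving out each stage gave 61 to 449 in the mimetic comparison (lowest without 8 h), 536 to 869 in the cryptic (lowest without 10 h), 0 to 0 for the eyespot minus V-shaped effect (a count of 0 in limma, with 467 at an unadjusted p under 0.05) and 3 to 37 for the mimetic minus cryptic effect (highest without the intermolt of the fourth instar).

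The share of ribosomal protein values within 2-fold was 97.0% with normexp, loess and Aquantile, and 97.8% to 98.6% without single stages. The percentage of constant genes was 21.2 with the 75th percentile scaling, 34.1 with normexp, loess and Aquantile, and 4.23 with a 1.5-fold band, which is narrower by construction. For the others the cause was not tested. Without single stages it was 18.1 to 21.8. The number of named genes with an adjusted p under 0.05 by the exact test was 17 to 23 in the cryptic pattern without single stages, and 0 to 0 in the mimetic pattern, where 5 arrays cannot reach it. Over the genes counted as named in the paper only, Px-0064 among them, it was 14 in the cryptic pattern, with fewer genes by construction, and 0 in the mimetic.

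For the named genes, 81 log2 folds were computed, 38 of at least 2-fold. Of 1127 alternative values, 1089 lay within 1 SD over arrays, and 33 lay farther, 23 of them from single probes. For folds under 2-fold, 76 alternative values had the opposite sign, and for folds of at least 2-fold, 5 had. The mimetic log2 fold of BBP2, 1.05, was -0.05 without the stage at 11 h, 2.05 without that at 16 h and -0.42 for 1 of its 13 probes alone. The mimetic log2 fold of Px-0064, -1.61, was 0.16 without the stage at 16 h, the only mimetic stage with a signal well above background, and down to -1.62 without the others. PCBP2 changed sign for 1 of its 8 probes alone, to -4.50 in the mimetic and -0.70 in the cryptic pattern. The cause was not tested for BBP2 and PCBP2. Signal over background limits these values: 78.0% to 88.5% of the probes were well above it in each sample.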

Differences from the paper's values

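The setting with 2 probes per gene belongs to the tests chosen after the results were seen. No value that the paper states for a measure also computed here differed by more than 1.5 times.

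The numbers of marking-specific genes are the paper's 34 in mb, 13 in mw, 24 in CB and 48 in CG, against 39, 16, 28 and 52. With the channels scaled to the same 75th percentile, an alternative fixed before the data were examined, they were 34 in mb, 17 in mw, 28 in CB and 48 in CG. With the mean of a gene's probes, also fixed then, they were 28, 13, 20 and 40. With 2 probes per gene, chosen after seeing the values, they were 32, 16, 24 and 52. None of these settings gave all of the paper's counts.

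The text of the paper places Px-0011, yellow, PCBP2, Px-0245, 3DE 3b-reductase, yellow-h3 and other genes in mb and CG. In the data the 9 genes enriched in both patterns on the black side were in mb and CB, as in Figure 3 and Additional file 7, and 2 genes were in mb and CG.

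The cluster of genes with constant expression holds a larger part of the genes in the paper than the 18.0% constant by the 2-fold criterion here, which is not the paper's clustering. The percentage was 34.1 with normexp, loess and Aquantile.

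The paper describes yellow-f4 as enriched in the green region. Its log2 fold was -0.69, lower in black on 10 of 10 arrays but under 2-fold.

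The paper describes E75A, E75B and spalt as higher in the eyespots from its heat map. Their log2 folds between the eyespot and the thorax were 0.16, 0.07 and 0.02, with the eyespot higher on 2, 3 and 3 of 5 arrays, and their mean log2 ratios were -0.16, -0.17 and 0.02. At 1 h, where E75A and E75B were brightest, their ratios were 0.37 and 0.20, under 2-fold, and the log2 folds without that stage were -0.24 and -0.21. For spalt the single probes ran from -0.43 to 0.48, and the mean signal over all probes was 590 in the eyespot and 430 in the thorax. At 13 h, where spalt was brightest, the signal was 1410 in the eyespot and 743 in the thorax. Its log2 ratio averaged over probes was at most 0.16, at 10 h. Of its probe spots, 50.0% were well above background in the eyespot and 40.0% in the thorax, so the average includes spots that do not measure the gene. The fourth gene, fringe, was higher on 5 of 5.

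The paper lists ultrabithorax among the genes too low to measure. With at least 1 probe it was well above background in 19 of 32 samples by the scanner software's test, and 34.4% of its probe spots were.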

Other observations

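The tests on muscle genes in the mimetic comparison, the fit with the cryptic arrays of a stage averaged and the comparison of sibling probes with random probes were chosen after the results were seen, and the other tests of this part were set beforehand.

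In limma, the real grouping gave the largest number of called probes: 1 of 32 sign patterns of the mimetic arrays gave as many as the 311 observed (the highest other count was 61), and 1 of 100 of the cryptic arrays as many as 1058 (490). With arrays as units, chance is an unlikely source of both counts. For the mimetic arrays 1 in 32 is the smallest share possible, and with only these arrays in the fit 42 probes were called. With the 2 cryptic arrays of each stage averaged, 197 probes were called in the cryptic comparison and 1 of 16 sign patterns of the 5 stages gave as many (the highest other count was 23). A share of 1 in 16 is the smallest possible there, so chance cannot be excluded with stages as units. For the eyespot minus V-shaped effect limma called 0 probes, with 467 at an unadjusted p under 0.05. Any division reaches a count of 0 (100 of 100), so the divisions say nothing about this effect. With stage as a random block, 1 probe was called, with 795 at an unadjusted p under 0.05.

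Since the dyes were never exchanged, dye bias could raise or lower a probe on every array alike. The 12 genes enriched on the same side in both patterns argue against it as the whole cause, because the log2 ratio of 12 of them ranged over more than 1 between arrays with both channels well above background (1.89 to 6.73). For ribosomal protein sequences the median range was 0.42. Of the 134 probes called in both comparisons, 133 had the same direction, 68 higher and 65 lower in black. Among 127 other probes of the same genes that were not called, 52.8% had the same direction in both patterns, against 29.7% on average and at most 46.5% for random uncalled probes of other genes. Bias of single probes would not extend to other probes of a gene, so it does not account for these calls as a set. A dye effect shared by all probes of a gene would also give this agreement, so the comparison cannot tell it apart. Such an effect, a dye effect on part of the probes, and the body segments, which differ between the channels, stay open.

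More genes were enriched in CG (52) than in CB (28). If unequal scaling of the channels were the cause, loess normalization within arrays would remove the excess. With normexp, loess and Aquantile 39 genes were enriched in CG and 21 in CB, which argues against it. With a geometric mean over stages the order was reversed, 27 in CB and 19 in CG. The excess may therefore depend on single bright stages, a hypothesis that was not tested further.

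Levels of genes differed between the stages on slide 1 and those on slide 2. At the positive control spots well above background on every array, the median log2 level was -0.64 on slide 1 minus slide 2, lower for 26 of 27 kinds of control, and for 4891 P. xuthus probes well above background on every array it was -0.41. A difference between the slides or their scans is therefore consistent with a part of the shift. It covers less of the size: 40.8% of the probes differed by over 1, against 14.3% of the control spots. Stage and slide cannot be told apart for single genes, since each stage lay on 1 slide.

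The 12 muscle genes were well above background in all 32 samples, with mean signals from 17700 (muscle protein 20) to 153000 (myosin light chain 2), so the epidermal samples held muscle RNA or expressed these genes. Their median eyespot minus V-shaped effect was 0.00 (from -0.23 to 0.06, 6 of 12 positive), at percentile 14.7 of random lists of the same size and brightness. The members went both ways, so unequal muscle on these pieces cannot be told apart from none. In the mimetic comparison all 12 were lower in black, with a median log2 effect of -0.36 (from -0.57 to -0.22), at percentile 0 of the random lists. Under normexp and loess the median was also -0.36, with 12 of 12 under the median of all sequences. Under normexp and median centring it was 0.10, where the median of all sequences was 0.09 and 5 of the 12 lay under it, so the lower signal in black depends on the normalization. The medians per array were 0.57 in the intermolt, -0.63 at 0 h, -0.59 at 4 h, -0.47 at 8 h, -1.15 at 11 h and 0.03 at 16 h (exact sign-flip p = 0.219, two-sided), so the direction differed between arrays and was not shown over them. The genes moved together over the 6 arrays, with a mean pairwise correlation of 0.875 across genes, which are not independent replicates, against 0.234 for random lists on average. Of 10000 random lists, 1 was as high. A candidate explanation is that the pieces carried unequal amounts of muscle, and regulation within the epidermis stays open. In the cryptic comparison the median was 0.01, at percentile 49.9.

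Abdominal A was brighter on the abdominal than on the thoracic array at 4 of 5 stages. An exchange of thoracic and abdominal samples would give the opposite order, but the gene was well above background in 3 of 10 abdominal and 2 of 10 thoracic channels, so an exchange cannot be told apart from the labels by this gene.

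The paper shows several cuticular protein genes by in situ hybridization, for which the arrays gave these values. The cryptic log2 fold of CPG12 was -0.23 (black higher on 4 of 10 arrays, mean log2 ratio 0.33 ± 1.22, exact p = 0.496), that of CPR27 -0.61 (2 of 10, mean -0.43 ± 1.55, exact p = 0.416), that of CPT2 0.01 (6 of 10, mean 0.21 ± 0.58, exact p = 0.281) and that of CPR41A, between the eyespot and the thorax, -0.45 (2 of 5, mean 0.25 ± 0.93, exact p = 0.625). The p values test the mean log2 ratio, whose sign was opposite to that of the fold for CPG12 and CPR41A. None of these means exceeded its SD. CPR27 was lower in the eyespot than in the thorax on 5 of 5 arrays, with a log2 fold of -0.88 (exact p = 0.0625).

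For ebony the log2 fold was 0.72 between the eyespot and the thorax (higher on 4 of 5 arrays) and -3.33 between the V-shaped marking and the abdomen (higher on 0 of 5). Leaving out a stage gave 0.09 (without 10 h) to 2.95 (without 13 h) for the eyespot and -3.79 to -0.56 (without 13 h) for the V-shaped marking, so both folds rest on single stages. The mean log2 ratios differed by 3.05 (exact p = 0.125), which was not shown to exceed the spread, and the gene was well above background in 17 of 32 samples only. Over the named genes, the smallest p of this comparison over 5 stages, 0.0625, was reached by BBP1 (-1.72), BBP2 (-2.03), yellow-h2 (-1.21), yellow-h3 (-0.67) and fringe (0.80), among others.

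Averaged over samples, BBP1 had a signal of 715 in the third and 136000 in the fourth instar, and BBP2 10000 and 116000. The mimetic log2 fold of BBP2 was 1.05 (black higher on 4 of 6 arrays, exact p = 0.594), and -0.05 without the stage at 11 h. The mean signals over all its probes went the other way, 8620 ± 2440 (SD, n = 6 arrays) in black and 11400 ± 5720 in white, since the probes differ in brightness and 12 of 13 were higher in black.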
